# Acidity suppresses CD8 + T-cell function by perturbing IL-2, mTORC1, and c-Myc signaling

**DOI:** 10.1038/s44318-024-00235-w

**Published:** 2024-09-16

**Authors:** Romain Vuillefroy de Silly, Laetitia Pericou, Bili Seijo, Isaac Crespo, Melita Irving

**Keywords:** Acidity, CD8^+^ T cell, mTOR, c-Myc, IL-2, Immunology, Signal Transduction

## Abstract

CD8 + T cells have critical roles in tumor control, but a range of factors in their microenvironment such as low pH can suppress their function. Here, we demonstrate that acidity restricts T-cell expansion mainly through impairing IL-2 responsiveness, lowers cytokine secretion upon re-activation, and reduces the cytolytic capacity of CD8 + T cells expressing low-affinity TCR. We further find decreased mTORC1 signaling activity and c-Myc levels at low pH. Mechanistically, nuclear/cytoplasmic acidification is linked to mTORC1 suppression in a Rheb-, Akt/TSC2/PRAS40-, GATOR1- and Lkb1/AMPK-independent manner, while c-Myc levels drop due to both decreased transcription and higher levels of proteasome-mediated degradation. In addition, lower intracellular levels of glutamine, glutamate, and aspartate, as well as elevated proline levels are observed with no apparent impact on mTORC1 signaling or c-Myc levels. Overall, we suggest that, due to the broad impact of acidity on CD8 + T cells, multiple interventions will be required to restore T-cell function unless intracellular pH is effectively controlled.

## Synopsis

Extracellular acidity is a common immunosuppressive feature of tumors. This study reveals that low pH suppresses T-cell functions and alters IL-2/IL-2R, mTORC1, and c-Myc signaling, as well as amino acid metabolism.

- Acidity increases the activation threshold in CD8 + T cells and lowers their cytotoxic potential, cytokine secretion, and cell proliferation upon re-activation.
- Acidity decreases IL-2/IL-2R binding, IL-2R levels, and IL-2 intracellular signaling, to lower the proliferative capacity of CD8 + T cells.
- Acidic conditions (pH 6.6) suppress mTORC1 signaling independently of impaired IL-2R signaling and of Rheb, Akt, TSC, PRAS40, GATOR1 and Lkb1/AMPK.
- Low pH decreases c-Myc levels via proteasomal degradation and lower transcription.
- Low pH reduces glutamine import and enhances intracellular glutamine-to-proline conversion to modulate cellular amino acid ratios.

## Abstract (web summary)

Tumor-associated acidic microenvironments cause reduced CD8 + T cell proliferation, expansion, and cytolytic potential by broadly interfering with intracellular signaling.

## Introduction

Patient responses to cancer immunotherapies typically rely upon the re-invigoration of cytolytic T lymphocytes (CTLs) within a hostile tumor microenvironment (TME) (Lanitis et al, 2017). Along with powerful immune checkpoints such as the PD-1/PD-L1 axis (Postow et al, 2015) and the presence of potently suppressive soluble factors like TGF-β, adenosine (Vigano et al, 2019) and PGE-2, the inherent physicochemical properties of the TME including nutrient starvation, hypoxia, and acidity, represent major barriers to T-cell function (Chang et al, 2015; Huber et al, 2017; Salmon et al, 2012; Vuillefroy de Silly et al, 2016). Extracellular acidification is a common property of tumors. This is due to the reliance of tumor cells upon aerobic glycolysis (i.e., the Warburg effect) (Tannock and Rotin, 1989; Warburg, 1956) to meet their metabolic needs leading to coupled efflux of lactate and protons, as well the tendency of tumor cells to over-express enzymes like carbonic anhydrase (Swietach et al, 2007). Interestingly, it has recently been shown that lymph nodes comprise acidic regions in which T cells themselves contribute to acidification of the extracellular milieu due to enhanced aerobic glycolysis upon activation (Wu et al, 2020).

It is well known that low pH can cause profound dysfunction of many immune-cell types in the TME including effector CD8^+^ T cells (Huber et al, 2017; Lardner, 2001; Tannock and Rotin, 1989; Taylor, 1962; Wu et al, 2020), but the impact of acidity on cellular signaling and metabolism has not been comprehensively characterized in CTLs. Elucidating mechanism(s) of action of low pH on T cells may contribute towards the development of more effective combinatorial immunotherapies and/or gene-engineering strategies (Irving et al, 2017) that can overcome this common barrier to T-cell activity in the TME. This notion is supported by the demonstration of improved tumor control in some pre-clinical models upon modulation of acidity by administration of proton pump inhibitors (Calcinotto et al, 2012) and bicarbonate (Pilon-Thomas et al, 2016).

Here, we have comprehensively evaluated the impact of pH on effector CD8^+^ T-cell function upon re-activation in vitro, including of expansion/proliferation as this is a major obstacle to most T-cell centric immunotherapies (Dudley and Rosenberg, 2003). We identified defects in IL-2 responsiveness under acidic conditions and subsequently dissected how pH influences IL-2R signaling, the mTORC1 pathway, c-Myc activity, and metabolomic profiles. Overall, at low pH we reveal important changes to T-cell effector function and to IL-2 responsiveness, including intracellular signaling and transcription factor levels, and amino acid metabolism. Together, these findings implicate low pH as a major barrier to the physiological function of CD8^+^ T-cells and as a critical target for improving responses to cancer immunotherapy.

## Results

### Low pH impairs the function of effector CD8^+^ T cells upon re-activation

Within the TME anti-tumor CD8^+^ T cells are for the most part fully differentiated into an effector state (Fig. EV1A) (Dudley and Rosenberg, 2003). Hence, in order to explore the impact of low pH on T cells in the condition in which they would be found in tumors, we established an in vitro expansion protocol giving rise to effector murine CTLs (Fig. EV1B–D). Briefly, naive CD8^+^ T cells were activated for two days with anti-CD3 and anti-CD28 antibodies and expanded over several days in the presence of high-dose murine IL-2 (200 IU/mL) to favor effector differentiation (Ross and Cantrell, 2018). Tumor pH is highly variable (Feng et al, 2024; Tannock and Rotin, 1989) and we thus set out to assess the impact of pH 7.4 as a physiological control, pH 7, and pH 6.6, a level of acidity that can be found in tumors (and often explored in pH studies). For OT-I TCR transgenic T cells which recognize the MHC class I/SIINFEKL peptide complex with high affinity, we observed no difference in cytolytic capacity at the different pH, even when modulating antigen density on tumor cells (Fig. 1A,B). In contrast, weaker affinity OT-3 TCR CTLs demonstrated decreased cytolytic function at pH 6.6 (Fig. 1C). We further evaluated cytokine production and proliferation upon re-activation with anti-CD3 antibodies, as opposed to with tumor cells in order to exclude any CTL-extrinsic impact of acidity. Upon re-stimulation at pH 6.6 we observed a strong decrease in the production of all cytokines assessed (IFN-γ, IL-2 and TNF; Fig. 1D). At low pH, CTL proliferation was also dampened (Fig. 1E) independently of the stimulation strength (Fig. EV1E). We further observed that acidity prevented the increase in T-cell size and granularity normally induced upon activation at pH 7.4 (Fig. EV1F).

**Figure 1:**
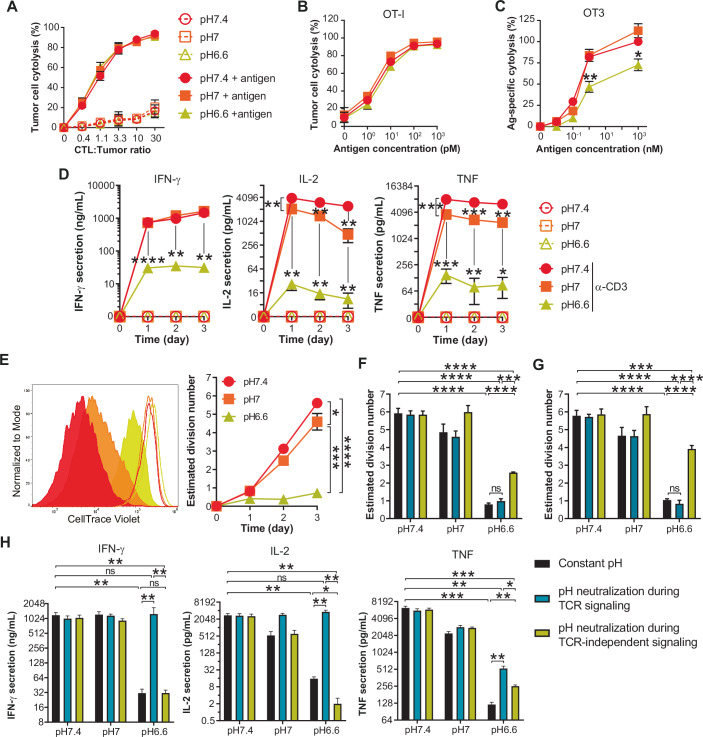
Low pH impairs the function of CTLs upon re-activation. (**A**) Impact of pH on CTL killing capacities of OT-I as a function of CTL-to-tumor ratio. C1498 tumor cells were pulsed, or not, with 1 μM of antigen (minimal ovalbumin peptide epitope, SIINFEKL). Results show the mean percentage of tumor cell lysis ± SD of at least three (or two for 0.4 and 1.1 CTL:Tumor ratios) biological replicates from at least two independent experiments. (**B**) Impact of pH on CTL killing capacities of OT-I as a function of antigen density. C1498 tumor cells were pulsed with varying amounts of antigen and co-cultured with CTLs at a 3.3 CTL-to-tumor ratio. Results show the mean percentage of tumor cell lysis ± SD of three biological replicates from two independent experiments. (**C**) Impact of pH on CTL killing capacities of OT-3 as a function of antigen density. The methodology is the same as in (**B**). Results show the mean percentage of antigen-specific tumor cell lysis, normalized to the condition pH 7.4 with 1 μM of antigen, ±SEM of three biological replicates from two independent experiments. Statistic comparisons between pH 6.6 and pH 7.4: *P < 0.0248, **P = 0.0088 (Student’s paired *t* test). (**D**) Impact of pH on cytokine secretion profiles of CTLs. OT-I CTLs were co-cultured in the presence, or absence, of an agonistic anti-CD3 antibody (1 μg/mL pre-coated plates). Results show the mean secretion of IFN-γ, IL-2 and TNF-α ± SEM of at least three biological replicates from two independent experiments, as detected by ELISA from supernatants. IFN-γ (pH 6.6 vs pH 7.4) – D1: ****P < 0.0001. D2: **P = 0.003. D3: **P = 0.0015. IL-2 – D1: pH 7 vs pH 7.4 **P = 0.0085, pH 6.6 vs pH 7.4 **P = 0.0047. D2: pH 7 vs pH 7.4 **P = 0.004, pH 6.6 vs pH 7.4 **P = 0.0059. D3: pH 7 vs pH 7.4 **P = 0.0037, pH 6.6 vs pH 7.4 **P = 0.0016. TNF – D1: pH 7 vs pH 7.4 ***P = 0.0008, pH 6.6 vs pH 7.4 ***P = 0.0004. D2: pH 7 vs pH 7.4 ***P = 0.0008, pH 6.6 vs pH 7.4 **P = 0.0012. D3: pH 7 vs pH 7.4 **P = 0.004, pH 6.6 vs pH 7.4 *P = 0.028. (Student’s paired *t* test). (**E**) Impact of pH on CTL proliferation upon anti-CD3 re-activation. Histograms show one representative experiment of CellTrace Violet dilution upon re-activation with anti-CD3 (solid histograms), or without stimulation (empty histograms) at day 3. Bar graph shows the estimated division number ± SEM of four biological replicates from two independent experiments. *P = 0.0498, ***P = 0.0002, ****P < 0.0001 (one-way repeated measures ANOVA, Tukey post-hoc test). (**F**, **G**) Acidity affects CTL proliferation during TCR/CD3-independent signaling. OT-I CTLs were cultured for 1 day in anti-CD3-coated plates (TCR/CD3 signaling step). The resulting cells and supernatants were transferred to an anti-CD3-free plate and cultured for two further days (TCR/CD3-independent signaling step; cf. Fig. EV1G). Cells were either: cultured during the TCR/CD3 signaling step and the TCR/CD3-independent signaling at constant pH (“Constant pH”), cultured at pH 7.4 during the TCR/CD3 signaling step then at various pH during the TCR/CD3-independent signaling step (“pH neutralization during TCR signaling”), or cultured at various pH during TCR/CD3 signaling step then at pH 7.4 during the TCR/CD3-independent signaling step (“pH neutralization during TCR-independent signaling”). Cell proliferation was measured by flow cytometry. (**G**) Same methodology as in (**F**), but adding exogenous murine IL-2 (200 IU/mL). Bar graphs show the estimated division number + SEM of four biological replicates from two independent experiments. ns: not statistically significant, ***P = 0.0003 in (**F**), ***P = 0.0006 in (**G**), ****P < 0.0001 (one-way repeated measures ANOVA, Tukey post-hoc test). (**H**) Acidity influences cytokine secretion profile of CTLs during TCR signaling. The methodology was the same as in (**F**). Cytokine secretion was measured by ELISA. Bar graph shows the mean cytokine secretion of IFN-γ, IL-2 and TNF-α + SEM of four biological replicates from two independent experiments. ns not statistically significant. IFN-γ: pH 6.6 vs pH 7.4 **P = 0.0052, pH 6.6 neutralization during TCR-independent vs pH 7.4 **P = 0.0054, pH 6.6 neutralization during TCR vs pH 6.6 **P = 0.0018, pH 6.6 neutralization during TCR-independent vs pH 6.6 neutralization during TCR **P = 0.0017. IL-2: pH 6.6 vs pH 7.4 **P = 0.0077, pH 6.6 neutralization during TCR-independent vs pH 7.4 **P = 0.0077, pH 6.6 neutralization during TCR vs pH 6.6 **P = 0.0065, pH 6.6 neutralization during TCR-independent vs pH 6.6 *P = 0.0352, pH 6.6 neutralization during TCR-independent vs pH 6.6 neutralization during TCR **P = 0.0066. TNF: pH 6.6 vs pH 7.4 ***P = 0.0008, pH 6.6 neutralization during TCR-independent vs pH 7.4 **P = 0.0011, pH 6.6 neutralization during TCR vs pH 7.4 ***P = 0.001, pH 6.6 neutralization during TCR vs pH 6.6 **P = 0.0061, pH 6.6 neutralization during TCR-independent vs pH 6.6 **P = 0.003, pH 6.6 neutralization during TCR-independent vs pH 6.6 neutralization during TCR *P = 0.0232 (one-way repeated measures ANOVA, Tukey post-hoc test). Source data are available online for this figure.

**Figure EV1:**
Impact of acidity on CTL size, granularity and proliferation in response to anti-CD3 stimulation. (**A**) Illustration of the main steps and functions of anti-tumor CD8 + T cell migrating to the tumor microenvironment. Previously differentiated anti-tumor CD8 + T cells (i.e. effector cytotoxic T lymphocytes; CTLs) encounter acidic conditions at the tumor site when they exert their activities. (**B**) Schematic of the in vitro methodology used to deconvolve the impact of pH on CTLs function in tumors. (**C**) Effector/memory phenotype of primed and expanded OT-I CD8^+^ T cells used in this study. Naive OT-I CD8^+^ T cells were activated for two days with pre-coated anti-CD3 and soluble anti-CD28 antibodies, and expanded for further ten days in the presence of murine IL-2. Dot plots show one representative experiment of background staining (“Isotype”, top graph), and of CD44 CD62L staining (bottom graph) obtained by flow cytometry. Histograms show one representative experiment of background staining (“Isotype”, black dashed line), and of Granzyme B staining (red solid line) obtained by flow cytometry. Almost 80% of cells are effectors (CD44^+^ CD62L^-^), while all express Granzyme B to relatively high levels. (**D**) Effector generation protocol gives efficient killing capacities of the resulting OT-I T cells. Varying numbers of OT-I CTLs were co-cultured with C1498 tumor cells pulsed (solid lines and symbols), or not (dashed lines and empty symbols), with 1 μM of antigen (minimal ovalbumin peptide epitope, SIINFEKL). Results show the mean percentage of tumor cell lysis ± SD of at least three (or two for 0.4 and 1.1 CTL:Tumor ratios) biological replicates from at least two independent experiments. (**E**) Impact of pH on CTL proliferation following re-activation with increasing doses of anti-CD3. OT-I CTLs were cultured for three days in the presence of an agonistic anti-CD3 antibody (pre-coated plates). Line graph show the estimated division number ± SEM of at least three biological replicates from at least two independent experiments. (**F**) Low pH prevents the increase of CTL size and granularity following anti-CD3 re-activation. OT-I CTLs were cultured in the presence of an agonistic anti-CD3 antibody (1 μg/mL pre-coated plates). Bar graph shows the mean cell size or granularity ± SEM of at least four biological replicates from at least two independent experiments. Density plots shows one representative experiment obtained by flow cytometry one day post re-stimulation. ns: not statistically significant, ****P < 0.0001. Cell size: ***P = 0.0008. Granularity: **P = 0.0018, ***P = 0.0002 (one-way repeated measures ANOVA, Tukey post-hoc test). (**G**) Cartoon depicting the two main steps involved in cytokine secretion and proliferation following anti-CD3 re-activation of CTLs. The TCR/CD3-independent signaling allowing CTL proliferation is mostly mediated by IL-2/IL-2R signaling. (**H**) Design of the experiments in order to analyze at which step pH impacts cytokine secretion and proliferation during anti-CD3-mediated CTL re-activation. pH was neutralized or acidified at step 1, or 2, in order to know whether cytokine secretion or proliferation can be restored.

Next, we sought to determine at which stage proliferation is impaired upon CTL re-activation at low pH. CTL re-activation can be roughly divided into two sequential steps: (i) a first TCR/CD3-dependent step leading to the production of cytokines, and, (ii) a second one that relies mainly upon autocrine IL-2 production and IL-2R signaling (Fig. EV1G). In order to determine the stage at which low pH impacts CTL proliferation, we acidified and subsequently neutralized the pH at one step or the other (Fig. EV1H). We observed that pH neutralization during the IL-2R-dependent step improved CTL proliferation (Fig. 1F), even more so in the presence of exogenous IL-2 *(*Fig. 1G). Whereas, neutralizing pH during the TCR/CD3 signaling step could restore both the cytokine secretion profile (Fig. 1H) and cell-size augmentation (Appendix Fig. S1A). Taken together, our data show that acidity impacts both steps of CTL reactivation; low pH during TCR/CD3 triggering blunts cytokine secretion and cytolysis (the latter for low-affinity TCR T cells), and acidic conditions at the IL-2R signaling phase impairs proliferation.

### Acidity abrogates IL-2-mediated proliferation of CTLs

To further validate that acidity dampens IL-2R signaling-driven proliferation we took advantage of the fact that CTLs maintain responsiveness to IL-2 without re-activation via TCR/CD3 triggering. We observed that even upon high dose IL-2 stimulation (200 IU/mL) acidity lowered CTL proliferation and viability as well as cell-size and granularity (Fig. 2A; Appendix Fig. S1B,C). Notably, pH 6.6 did not preferentially block T cells in a particular phase of the cell cycle (Appendix Fig. S1D).

**Figure 2:**
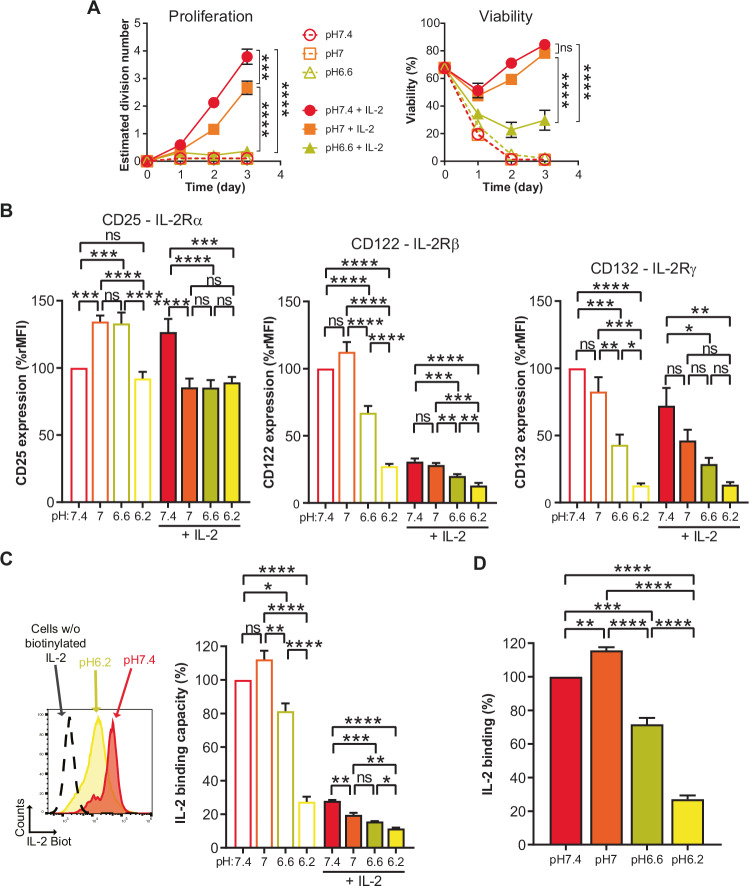
Acidity lowers IL-2-dependent proliferation of CTLs. (**A**) Time-course of the pH impact on proliferative and survival responses of CTLs to IL-2. OT-I CTLs were cultured in the presence, or the absence, of exogenous murine IL-2 (200 IU/mL). Results show the estimated division number, or viability, ± SEM of at least three biological replicates from at least two independent experiments. ns: not significant, ***P = 0.0007, ****P < 0.0001 (one-way repeated measures ANOVA, Tukey post-hoc test). (**B**) Impact of pH on protein expression of IL-2R subunits. OT-I CTLs were cultured for one day. Results show the mean expression of the indicated subunits + SEM of three biological replicates from two independent experiments. Expression was calculated as ratio median fluorescence intensity and was normalized to the condition pH 7.4 without exogenous IL-2. ns not significant, ****P < 0.0001. CD25: pH 7 vs pH 7.4 ***P = 0.0003, pH 6.6 vs pH 7.4 ***P = 0.0004, pH 6.2 + IL-2 vs pH 7.4 + IL-2 ***P = 0.001. CD122: pH 6.6 + IL-2 vs pH 7+IL-2 **P = 0.0044, pH 6.2 + IL-2 vs pH 7+IL-2 ***P = 0.0001, pH 6.2 + IL-2 vs pH 6.6 + IL-2 **P = 0.0093. CD132: pH 6.6 vs pH 7.4 ***P = 0.0009, pH 6.6 vs pH 7 **P = 0.0061, pH 6.2 vs pH 7 ***P = 0.0003, pH 6.2 vs pH 6.6 *P = 0.0219, pH 6.6 + IL-2 vs pH 7.4 + IL-2 *P = 0.0184, pH 6.2 + IL-2 vs pH 7.4 + IL-2 **P = 0.0042. (one-way repeated measures ANOVA, Tukey post-hoc test). (**C**) Impact of pH on the levels of IL-2R complexes that can bind IL-2. OT-I CTLs were cultured for one day at three different pH in the presence, or absence, of exogenous murine IL-2. One representative experiment is shown as flow cytometry histograms: dashed line show CTLs cultured at pH 7.4 without IL-2 for one day and not stained with biotinylated-IL-2, while red and yellow histograms represent CTLs cultured without IL-2 for one day at pH 7.4 and pH 6.2 and stained with biotinylated IL-2, respectively. Bar graph shows the mean IL-2 binding capacity +SEM of three biological replicates from two independent experiments. Binding capacity was calculated as ratio median fluorescence intensity of surface-detected biotinylated IL-2, normalized to the condition pH 7.4 without exogenous IL-2. ns not significant, ****P < 0.0001. pH 6.6 vs pH 7.4 *P = 0.0162, pH 6.6 vs pH 7 **P = 0.0012, pH 7+IL-2 vs pH 7.4 + IL-2 **P = 0.0019, pH 6.6 + IL-2 vs pH 7.4 + IL-2 ***P = 0.0002, pH 6.2 + IL-2 vs pH 7+IL-2 **P = 0.0023, pH 6.2 + IL-2 vs pH 6.6 + IL-2 *P = 0.0357. (one-way repeated measures ANOVA, Tukey post-hoc test). (**D**) Impact of pH on the binding of IL-2 to IL-2R. OT-I CTLs stained with biotinylated IL-2 for 30 min at 4 °C in PBS at various pH. Bar graph shows the mean IL-2 binding +SEM of three biological replicates from two independent experiments. Binding was calculated as ratio median fluorescence intensity of surface-detected biotinylated IL-2, normalized to the condition pH 7.4. **P = 0.0096, ***P = 0.0004, ****P < 0.0001 (one-way repeated measures ANOVA, Tukey post-hoc test). Source data are available online for this figure.

We subsequently sought to evaluate potential changes to the cell-surface expression of the IL-2R complex at low pH. Briefly, the IL-2R comprises an α (CD25), β (CD122), and γ (CD132) chain and can engage IL-2 by a βγ (intermediate affinity) or αβγ (high affinity) complex. The latter complex can be found on activated T cells upon upregulation of the α-chain. For both complexes, IL-2R signaling is mediated by the cytoplasmic domains of the IL-2Rβ and IL-2Rγ chains (Liao et al, 2013; Ross and Cantrell, 2018; Wang et al, 2005). After 24 h incubation at pH 6.6 we observed a decrease in the β- and γ-chains at the cell-surface, and this was even more pronounced at pH 6.2 (Fig. 2B). Notably, we also detected lower levels of both chains when the cells were pre-incubated with IL-2, presumably due to steric hindrance of antibody-binding and/or internalization of the chains (Fig. 2B). To evaluate if there was also a decrease in functional IL-2R complexes at low pH, we incubated the cells with biotinylated IL-2 (bio-IL-2) to allow detection of its binding (Fig. 2C). For this assay, competition by previously bound non-bio-IL-2 probably precludes detection of all cell-surface IL-2R complexes. We observed a decrease in bio-IL-2/IL-2R binding capacity at pH 6.6, which was even more pronounced at pH 6.2 (Fig. 2D). Overall, since only the most extreme acidity tested (i.e., pH 6.2) was associated with substantially decreased IL-2R levels and highly impaired IL-2/IL-2R binding, we conclude that the profound decrease in proliferation and viability of T cells cultured at pH 6.6 cannot be attributed to lower IL-2/IL-2R engagement.

Finally, in order to exclude that the impact of acidity on T cells resulted from indirect effects such as precipitation/inactivation of components in the medium, we analyzed T-cell proliferation with medium previously acidified and then re-adjusted to pH 7.4 with NaOH. No proliferation defect was observed for T cells upon restoration of physiologic pH. In addition, because the experimental set-up involves HCl to reach the desired pH, we further tested if an increase in osmolarity could impact T-cell proliferation (by addition of NaCl) but this was not the case (Appendix Fig. S1E).

### Acidity blunts IL-2R signaling and specifically lowers the mTORC1 pathway and c-Myc levels

Given that IL-2/IL2-R complex formation is only modestly reduced at pH 6.6 but IL-2-mediated proliferation is nonetheless significantly impaired, we next sought to evaluate changes to intracellular signaling components. Briefly, IL-2/IL-2R complex formation first triggers the phosphorylation of Janus Kinases (JAK), JAK1 and JAK3. The JAKs then phosphorylate tyrosine residues in the intracellular domains of the IL-2R to generate docking sites for the signal transducer and activator of transcription (STAT) factors (e.g., STAT5) which dimerize and translocate to the nucleus and induce gene expression programs. The JAKs also initiate PI3K/Akt/mTORC1 and MAPK/ERK signaling pathways, and promote c-Myc transcriptional activity (Fig. EV2A) (Liao et al, 2013). While we observed an important pH-dependent reduction in the phosphorylation of JAK1, JAK3 and STAT5 (Figs. 3A and EV2B; Appendix Fig. S2A) at pH 6.2, the decrease was only modest at pH 6.6. However, although upstream transducers were slightly altered at pH 6.6, we observed a strong impact on both the mTORC1 pathway (as evidenced by phosphorylation of p70S6K, S6 and 4E-BP1) (Laplante and Sabatini, 2009; Saxton and Sabatini, 2017) and c-Myc levels (Figs. 3B and EV2C; Appendix Fig. S2B). In contrast, the MAPK/ERK pathway was not suppressed and even increased at a later time-point, presumably due to cell-cycle differences.

**Figure 3:**
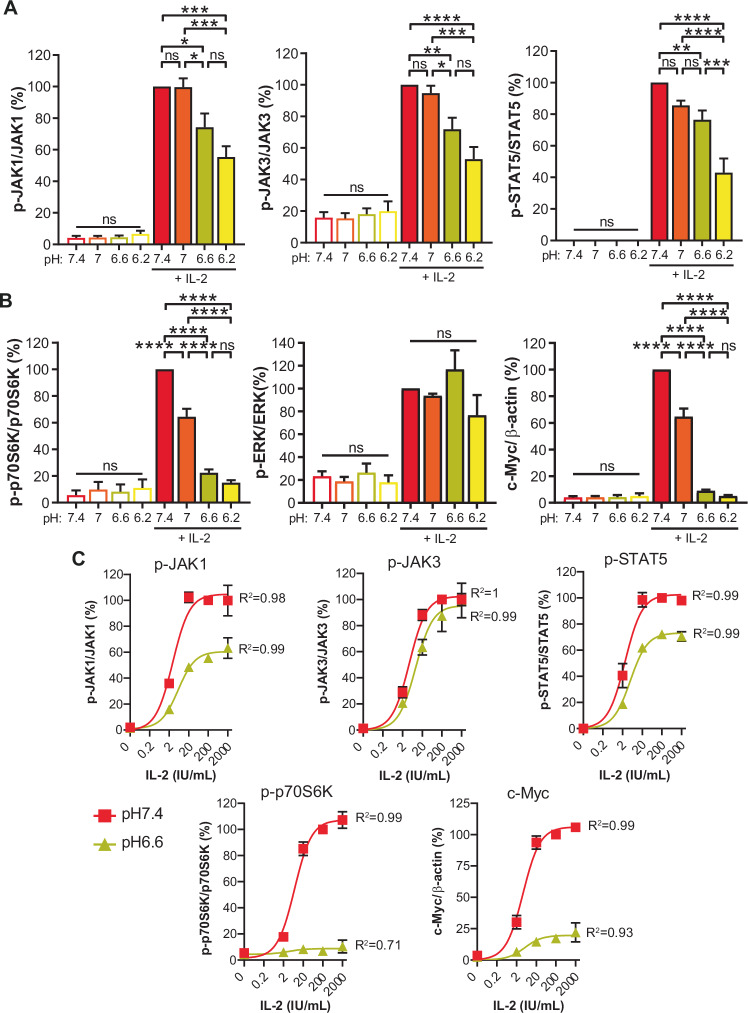
Low pH disrupts IL-2 responsiveness, mTORC1 signaling and c-Myc levels. (**A**) IL-2R signaling is disrupted at lower pH. OT-I CTLs were cultured for 4 h (without prior starving). Bar graphs show the mean levels normalized to the condition “pH 7.4 + IL-2” +SEM of at least five biological replicates from at least two independent experiments. ns not significant, ****P < 0.00001. p-JAK1: pH 6.6 + IL-2 vs pH 7.4 + IL-2 *P = 0.0138, pH 6.2 + IL-2 vs pH 7.4 + IL-2 ***P = 0.0002, pH 6.6 + IL-2 vs pH 7+IL-2 *P = 0.015, pH 6.2 + IL-2 vs pH 7+IL-2 ***P = 0.0002. p-JAK3: pH 6.6 + IL-2 vs pH 7.4 + IL-2 **P = 0.0076, pH 6.6 + IL-2 vs pH 7+IL-2 *P = 0.0306, pH 6.2 + IL-2 vs pH 7+IL-2 ***P = 0.0002. p-STAT5: pH 6.6 + IL-2 vs pH 7.4 + IL-2 **P = 0.0093, pH 6.2 + IL-2 vs pH 6.6 + IL-2 ***P = 0.0003 (one-way repeated measures ANOVA, Tukey post-hoc test). (**B**) Low pH disturbs IL-2 –induced mTORC1 pathway and c-Myc levels. The methodology was the same as in (**A**). Bar graphs show the mean levels normalized to the condition “pH 7.4 + IL-2” +SEM of at least five biological replicates from at least two independent experiments. ns: not significant, ****P < 0.0001 (one-way repeated measures ANOVA, Tukey post-hoc test). (**C**) IL-2R signaling dose-response. OT-I CTLs were for 4 h. Results show the mean levels normalized to the condition “pH 7.4 + IL-2 200 IU/mL” ± SEM of four biological replicates from two independent experiments. Corresponding correlation curves together with associated *R*^2^ are displayed. Source data are available online for this figure.

**Figure EV2:**
Acidity lowers IL-2R signaling. (**A**) Simplified scheme of the IL-2R signaling. (**B**) IL-2R signaling is disturbed at lower pH. OT-I CTLs were cultured at various pH in the presence, or the absence of exogenous murine IL-2 for 4 or 24 h. One representative western blot is shown. (**C**) Low pH disturbs IL-2 –induced mTORC1 pathway and c-Myc levels. The methodology is the same as in (**B**). One representative western blot is shown. (**D**) Correlation between the activation of first signaling transducers and mTORC1 pathway targets, or c-Myc levels. Results show individual values obtained from the experiments displayed in Fig. 3C. Corresponding correlation curves together with associated R^2^ are shown.

We subsequently assessed the activation of various pathways that could lead to mTORC1 inhibition, including (i) stress response (p38, eiF2α), (ii) energy homeostasis (AMPK), (iii) Wnt/Hedgehog signaling (GSK-3β), (iv) amino acid starvation (eiF2α) and, (v) cAMP response (CREB/CREM) (Aramburu et al, 2014; Nikonorova et al, 2018; Xie et al, 2011), but we did not observe any notable differences to any of them at low pH (Appendix Figs. S3 and S4). In line with the described role of mTORC1 as a major regulator of protein synthesis, we observed that acidic pH was associated with lower protein content in the cells (Appendix Fig. S5A). We further performed RNA sequencing on CTLs cultured for 24 h at pH 7.4 versus pH 6.6 in the presence of IL-2, and gene set enrichment analysis identified c-Myc targets and the mTORC1 pathway as downregulated at low pH (Appendix Fig. S5B).

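OT-I CTLs are cytotoxic CD8+ T cells from mice in which the T cells carry one transgenic receptor. A total of 35 libraries were sequenced, from 7 groups of 5 biological replicates numbered 1 to 5. One group was taken at the start of the culture, at 0 h. The other groups were taken after 24 h at pH 7.4, pH 7 or pH 6.6, each without IL-2 or with 200 IU/mL IL-2. The libraries were made from polyadenylated RNA with a stranded protocol and were sequenced as single reads. The authors deposited the number of reads counted on each of 48709 mouse genes, without normalization. The paper's text does not name the aligner, the counting program, the genome build or the read length.

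The total count on genes per library was 23505962 to 30734999 at pH 7.4 with IL-2 (median 25636834), 24278665 to 28273801 at pH 7 with IL-2 (median 27132149) and 16721319 to 25622491 at pH 6.6 with IL-2 (median 23950672). Without IL-2 it was 21982865 to 28681772 at pH 7.4 (median 22925388), 22210451 to 34033340 at pH 7 (median 22835588) and 22257963 to 33054825 at pH 6.6 (median 24189365). At 0 h it was 23159990 to 27400369 (median 25130540). Reads listed as aligned to more than one place were not counted on genes. Their median share was 37.7% of the reads in the files at pH 7.4 with IL-2 and 37.3% at pH 6.6 with IL-2. The counts of genes with near-identical copies can therefore be too low.

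Counts were normalized by edgeR's TMM method, and 13819 genes passed the filterByExpr filter over the 7 groups. All 35 libraries entered one quasi-likelihood fit with the replicate number as a block, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The paper's text does not give the settings or the gene set collection of its enrichment analysis. Lists of c-Myc targets (list 1 and list 2) and of mTORC1-related genes were therefore written down from general knowledge of the hallmark collection, without access to the collection itself, so their members may differ from those the authors used. Each list was tested with camera, which compares the members of a list with all other genes and allows for correlation between genes, here preset at 0.01. These p-values were adjusted over 14 lists.

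The first principal component of the 35 libraries held 56.9% of the variance and the second held 16.8%.

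**Figure D1:**
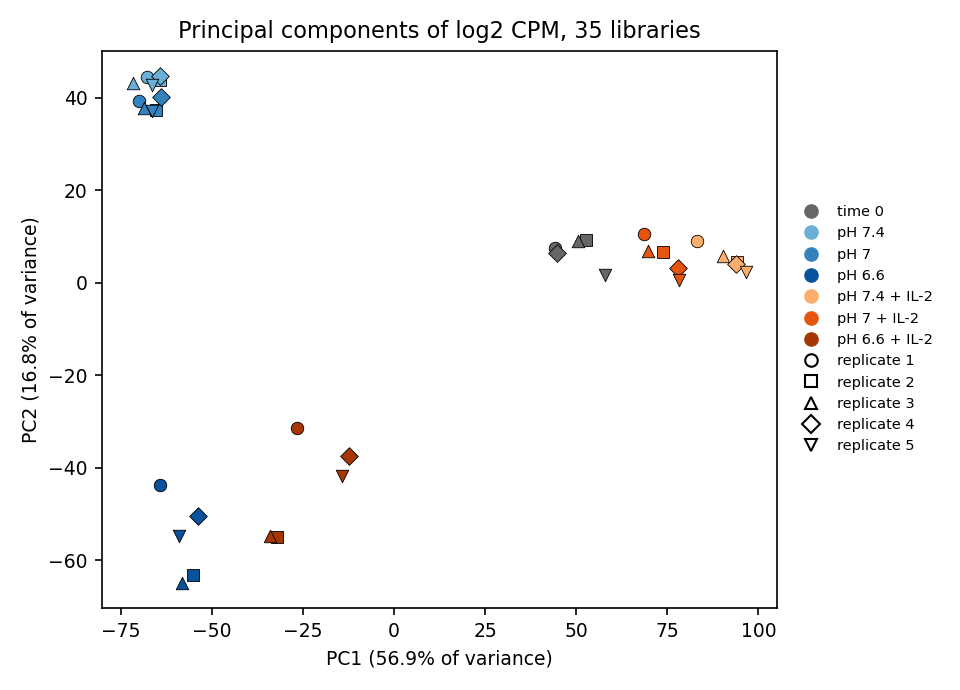
First (x axis) and second (y axis) principal components of log2 CPM, with one symbol per library for the 7 groups of 5 replicates. On the first component the libraries at pH 6.6 with IL-2 lie between -33.9 and -12.3, and those at pH 7.4 with IL-2 between 83.2 and 96.6.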

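Between pH 6.6 and pH 7.4 with IL-2, 10539 of the genes tested passed the threshold in edgeR's quasi-likelihood test, of which 4889 were higher and 5650 lower at pH 6.6. With an absolute log2 fold change of at least 1 required as well, 4753 genes passed, the alternative that moved the count most. The median log2 fold change of all genes tested was -0.07.

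List 1 of c-Myc targets had 200 genes, all of them tested, with a median log2 fold change of -1.09 (camera, adjusted p = 7.47e-25). Of these, 174 were lower and 13 higher at pH 6.6 over all genes tested, or 175 and 13 adjusted over the list alone. List 2 of c-Myc targets shared 18 members with list 1 and had 56 genes tested, with a median of -1.86 (camera, adjusted p = 3.39e-22). Of these, 53 were lower and 3 higher, also when adjusted over the list alone. The mTORC1 list had 197 genes tested, with a median of -1.12 (camera, adjusted p = 3.94e-16). Of these, 158 were lower and 19 higher, or 159 and 19 adjusted over the list alone. The median of each list was below 0 in 5 of 5 replicate pairs.

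The mean log2 CPM over the members of c-Myc list 1 was 7.71 ± 0.03 (SD, n = 5) at pH 7.4 and 6.60 ± 0.06 (SD, n = 5) at pH 6.6. For c-Myc list 2 it was 6.68 ± 0.03 (SD, n = 5) and 4.92 ± 0.23 (SD, n = 5), and for the mTORC1 list it was 6.76 ± 0.14 (SD, n = 5) and 5.69 ± 0.08 (SD, n = 5). For each of these lists, every replicate at pH 6.6 was below every replicate at pH 7.4.

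The 3 lists also passed the threshold with fry, a rotation test that does not compare a list with other genes (adjusted p from 1.21e-20 to 2.42e-19), and with camera when the correlation was estimated for each list (adjusted p from 0.00664 to 0.0132). In preranked gene set enrichment with fgsea, the normalized enrichment score was -3.12 for c-Myc list 1, -2.89 for c-Myc list 2 and -2.78 for the mTORC1 list. Among the alternatives in normalization, filter, model, test and replicates, leaving out replicate 1 moved the median of c-Myc list 1 most (-1.01). Leaving out replicate 2 moved that of c-Myc list 2 most (-1.74). A fit of only the groups compared moved that of the mTORC1 list most (-1.003). Removing the trends with GC content and gene length, tested apart from these, gave -0.98, -1.72 and -0.93. Without the members it shares with the c-Myc lists, the mTORC1 list had 173 genes and a median of -1.06 (camera, adjusted p = 2.01e-14). Without the members of a list of S phase genes and a list of G2/M genes, c-Myc list 1 had 190 genes and a median of -1.05 (camera, adjusted p = 4.55e-23).

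The genes that fell most in each list, among those with a mean log2 CPM of at least 3, were lower in 5 of 5 replicate pairs. Their coordinates are those of the GENCODE M21 annotation of GRCm38, matched by gene identifier. Srm (ENSMUSG00000006442, chromosome 4, 148591503 to 148594993, plus strand), which encodes spermidine synthase and is in both c-Myc lists, went from 150.0 ± 11.6 to 13.1 ± 5.52 CPM, the normalized count scaled to the library size (SD, n = 5). Its log2 fold change was -3.55 (standard error 0.17, adjusted p = 3.88e-18 from edgeR's quasi-likelihood test). Tyms (ENSMUSG00000025747, chromosome 5, 30058202 to 30073617, minus strand), which encodes thymidylate synthase, went from 122.0 ± 5.96 to 11.6 ± 3.29 (SD, n = 5), with a log2 fold change of -3.39 (standard error 0.15). Ranbp1 (ENSMUSG00000005732, chromosome 16, 18239784 to 18248732, minus strand) had a log2 fold change of -3.03, but 75.7% of its 50-base windows were found in no other gene's transcripts and 16.9% of its exon bases lie in another gene on the same strand, so its level is uncertain. In c-Myc list 2, Srm was followed by Hk2 (ENSMUSG00000000628, chromosome 6, 82725025 to 82774454, minus strand), which encodes hexokinase 2, with -3.14 (standard error 0.23), and by Grwd1 (ENSMUSG00000053801, chromosome 7, 45825223 to 45830944, minus strand), with -2.70 (standard error 0.17). In the mTORC1 list, Sdf2l1 (ENSMUSG00000022769, chromosome 16, 17130138 to 17132383, minus strand) fell from 103.4 ± 7.95 to 6.38 ± 2.18 (SD, n = 5), a log2 fold change of -4.06 (standard error 0.14). It was followed by Ppa1 (ENSMUSG00000020089, chromosome 10, 61648552 to 61674168, plus strand), with -3.53 (standard error 0.16), and Tpi1 (ENSMUSG00000023456, chromosome 6, 124810586 to 124814296, minus strand), with -3.31 (standard error 0.20). Genes on the opposite strand cover 2.4% of the exon bases of Grwd1 and 1.2% of those of Tpi1, and the paper's text does not state whether counting used the strand.

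**Figure D2:**
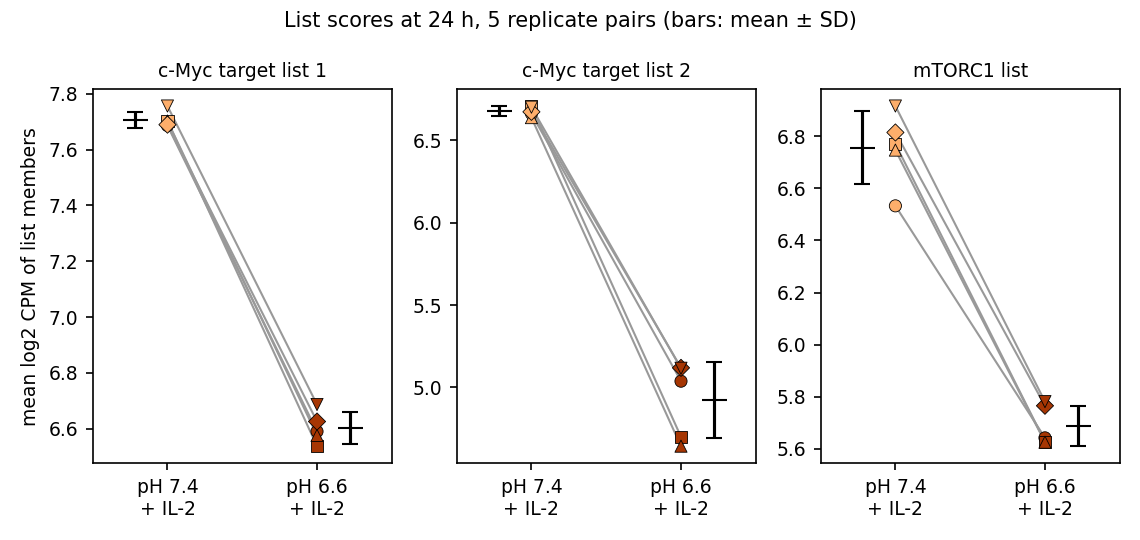
Mean log2 CPM (y axis, which does not start at 0) over the members of c-Myc list 1, c-Myc list 2 and the mTORC1 list, where each line joins the libraries of one replicate number at pH 7.4 and pH 6.6 with IL-2 (x axis) and the bars give the mean ± SD of 5 replicates. All 5 lines fall in each of the 3 panels.

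**Figure D3:**
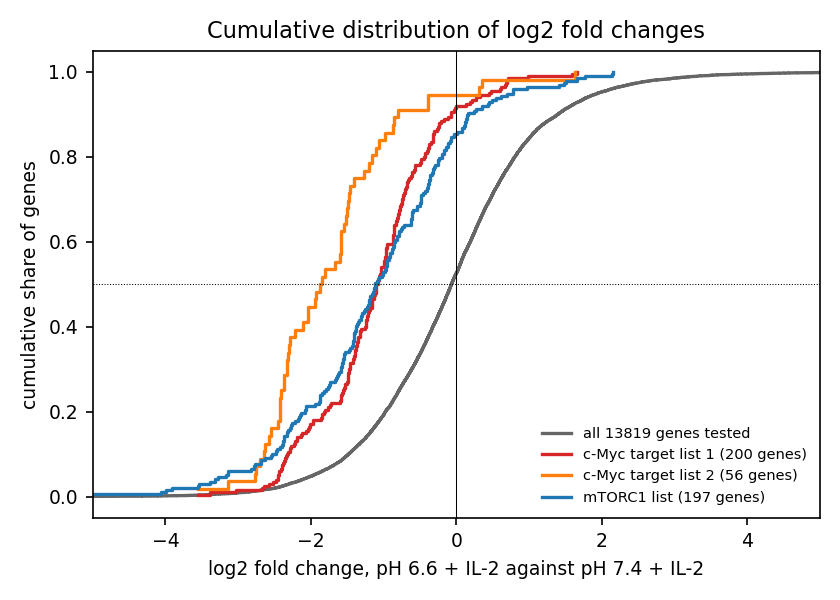
Log2 fold change between pH 6.6 and pH 7.4 with IL-2 (x axis) against the cumulative share of genes (y axis), with one curve for all genes tested and one for each list. The curves of the 3 lists lie to the left of the curve of all genes, and cross the dotted line at their medians of -1.09, -1.86 and -1.12.

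From the gene set enrichment analysis of these libraries, the paper states that c-Myc targets and the mTORC1 pathway were lower at acidic pH (Appendix Fig. S5B).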

Next, we evaluated the impact of low pH on IL-2R signaling as well as mTORC1 and c-Myc at 4 h, a time point at which cell viability and apoptosis are not impacted by acidic conditions (Appendix Fig. S6A). We sought to elucidate whether the modest decrease in IL-2/IL-2R binding and JAK/STAT phosphorylation at pH 6.6 could account for the significant decreases in phosphorylation of molecules downstream of mTORC1 and to lower c-Myc levels. We performed an IL-2 dose-response experiment at pH 7.4 versus pH 6.6 and observed impaired mTORC1 activation and lower c-Myc at levels seemingly disproportionate to a global decrease in IL-2R signaling (Fig. 3C). Indeed, by plotting individual values of mTORC1 pathway activation (p-p70S6K as a surrogate) and c-Myc levels as a function of JAK1/JAK3/STAT5 phosphorylation (surrogates of IL-2R signaling) as correlation curves (Fig. EV2D), we observed no overlap for OT-I TCR T cells cultured at pH 6.6 versus pH 7.4. These data suggest that the decreases in mTORC1 signaling, and to a lesser extent in c-Myc levels, are not due to lower IL-2R signaling. The same was observed for wild-type polyclonal C57BL/6 CTLs (Appendix Fig. S6B,C).

Recently, Gaggero et al, reported the development of a human IL-2 mutein (Switch-2) able to preferentially engage IL-2R at low pH, thereby restoring signaling and proliferation (Gaggero et al, 2022). We generated Switch-2 in-house but could not reproduce their findings for either murine (Appendix Fig. S7A,B) or human CD8^+^ T cells (Appendix Fig. S8A,B). Switch-2 is described to specifically rescue binding to the IL-2Rα subunit at low pH. However, we observed that although knockout of IL-2Rα lowered all signaling parameters analyzed upon IL-2 stimulation, acidity still had a negative impact (Appendix Fig. S9A–D).

Finally, we performed a dose-response curve for anti-CD3 antibody stimulation to determine if mTORC1 and c-Myc are also altered at low pH during CTL re-activation. Both mTORC1 signaling and c-Myc levels were blunted at low pH, but at high levels of anti-CD3 antibody c-Myc levels could be restored (Fig. 4A). We thus investigated TCR/CD3 signaling pathway molecules SLP-76, ERK and PLCγ1 (Fig. 4B) and found that at low pH the EC_50_ to reach maximum phosphorylation levels (as achieved at pH 7.4) increased. This indicates that low pH augments the activation threshold, resulting in the c-Myc response observed.

**Figure 4:**
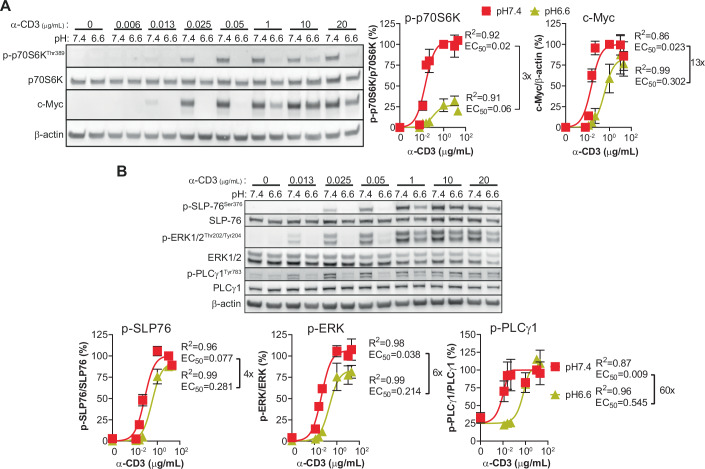
Impact of low pH on TCR/CD3 signaling during CTL re-activation. (**A**) mTORC1 activity and c-Myc levels upon TCR/CD3 signaling dose-response at low pH. OT-I CTLs were cultured in the presence of various doses of coated- anti-CD3 antibodies for 4 h. One representative western blot experiment is shown. Results show the mean levels, normalized to the condition “pH 7.4 + anti-CD3 1 μg/mL” ± SEM of three biological replicates from two independent experiments. Corresponding correlation curves together with associated R^2^ and EC50 are displayed. (**B**) TCR/CD3 signaling dose-response at low pH. The methodology was the same as in (**A**). One representative western blot experiment is shown. Results show the mean levels normalized to the condition “pH 7.4 + anti-CD3 10 μg/mL” ± SEM of three biological replicates from two independent experiments. Corresponding correlation curves together with associated *R*^2^ and EC50 are displayed. Source data are available online for this figure.

### Low pH leads to decreased *Myc* transcription and to proteasome-mediated c-Myc degradation

We next questioned whether mTORC1 and c-Myc cross-regulate one another and thus performed a kinetic analysis. We observed a drop in mTORC1 as early as 5 to 15 min post low-pH exposure (even in the absence of exogenous IL-2) while c-Myc only decreased after an hour in an IL-2-dependent manner (Fig. 5A). Although mTORC1 is a major regulator of protein synthesis (i.e., its inhibition at low pH could account for the decrease in c-Myc protein levels), its inhibition by rapamycin was associated with only a minimal decrease in c-Myc (Fig. 5B) thereby indicating that there is no interplay between mTORC1 and c-Myc under acidic conditions (at least during the first four hours). We further explored *Myc* mRNA levels and found them decreased at pH 6.6 (Fig. 5C), at least in part due to lower p-JAK1/JAK3/STAT5 signaling (Fig. 5D).

**Figure 5:**
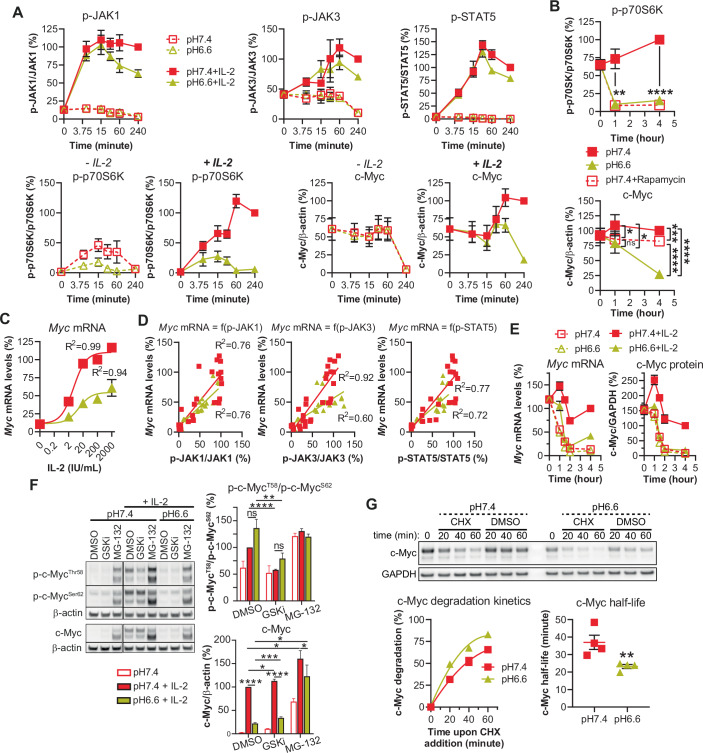
Low pH leads to decreased *Myc* transcription and to proteasome-mediated c-Myc degradation in CTLs. (**A**) Time-course of IL-2R signaling. Results show the mean ± SEM of four biological replicates from two independent experiments. (**B**) Impact of mTOR inhibition of c-Myc levels. OT-I CTLs were cultured with exogenous murine IL-2 in the absence, or in the presence of rapamycin 10 nM. Results show the mean ± SEM of four biological replicates from two independent experiments. ns not statistically significant, ****P < 0.0001. p-p70S6K: **P = 0.0043. c-Myc: 1 h pH 7.4 Rapa vs pH 7.4 *P = 0.0134, 1 h pH 6.6 vs pH 7.4 *P = 0.0383, 4 h pH 7.4 Rapa vs pH 7.4 ***P = 0.0005 (one-way repeated measures ANOVA, Tukey post-hoc test). (**C**) *Myc* mRNA transcription. OT-I CTLs were cultured for 4 h. Line graph displays the mean percentage of *Myc* mRNA levels relative to *Actb* as a function of extracellular IL-2, normalized to the condition “pH 7.4 + IL-2 200 IU/mL” ± SEM of four biological replicates from two independent experiments. A correlation curve and *R*^2^ for each pH is displayed. (**D**) *Myc* mRNA levels as a function of IL-2R signaling. OT-I CTLs were cultured for 4 h with various concentrations of exogenous murine IL-2 at pH 7.4. Dot plots display the individual percentage of *Myc* mRNA levels relative to *Actb* as a function of extracellular JAK1, JAK3 or STAT5 phosphorylation, normalized to the condition “pH 7.4 + IL-2 200 IU/mL” from four biological replicates from two independent experiments. A correlation curve and *R*^2^ for each pH is displayed. (**E**) Kinetics of *Myc* mRNA and c-Myc protein levels. OT-I CTLs were cultured for 1, 1.5, 2 or 4 h. Results show the mean *Myc* mRNA or c-Myc protein levels ± SEM normalized to the condition “pH 7.4 + IL-2, 4 h” from four biological replicates from two independent experiments. (**F**) Acidity does not modify c-Myc phosphorylation but decreases c-Myc levels via the proteasome. OT-I CTLs were cultured for 4 h with, or without, the proteasome inhibitor MG-132 (10 μM) or the GSK inhibitor CHIR99021 (2 μM - GSKi). A representative western blot is shown. Bar graph on the left hand displays the mean ratio p-c-MycT58/p-c-MycS62 normalized to the condition “pH 7.4 + IL-2 + DMSO” +SEM of four biological replicates from two independent experiments. Bar graph on the right hand shows the total levels of c-Myc relative to β-actin, normalized to the condition “pH 7.4 + IL-2 + DMSO” +SEM of four biological replicates from two independent experiments. ns not significant, ****P < 0.0001. p-c-Myc ratio: **P = 0.0052. c-Myc: pH 7.4+GSKi vs pH 7.4 + DMSO *P = 0.0415, pH 6.6 + MG-132 vs pH 7.4 + DMSO *P = 0.0393, pH 6.6 + MG-132 vs pH 6.6 + DMSO *P = 0.0288, pH 6.6+GSKi vs pH 6.6 + DMSO ***P = 0.0003, pH 6.6 + MG-132 vs pH 7.4 + MG-132 *P = 0.0166. (Student’s paired *t* test). (**G**) Acidity lowers c-Myc half-life. OT-I CTLs were pre-cultured for 1.5 h with exogenous murine IL-2 at pH 7.4 or pH 6.6. Cycloheximide (CHX, 50μg/mL) was then added for 20, 40 or 60 min. A representative western blot to detect c-Myc degradation is shown. Line graph on the left hand displays the mean c-Myc degradation ± SEM (as compared to time 0 per pH) together with the corresponding correlation curve. c-Myc half-life (individual plots with mean ± SEM) calculated from c-Myc degradation kinetics is displayed on the right hand. Results are from four biological replicates from two independent experiments. **P = 0.0085 (Student’s paired *t* test). Source data are available online for this figure.

A kinetic study of *Myc* mRNA and c-Myc protein levels at pH 6.6 (Fig. 5E) revealed that, in the presence of IL-2, both were lowered within the first hour and that c-Myc protein had maximally decreased by two hours, matching levels observed in the absence of IL-2. These observations suggested that c-Myc protein levels are controlled by *Myc* mRNA levels. After 4 h at low pH, however, *Myc* mRNA levels were higher in the presence of IL-2 than in its absence despite equivalent c-Myc protein levels, thus indicating a role for post-transcriptional regulation (Farrell and Sears, 2014). The post-transcriptional regulation of c-Myc is oftentimes dependent upon its phosphorylation status at T58 (GSK-3β-dependent; pT58 promotes proteasomal degradation) and S62 (ERK-dependent; pS62 improves stability). However, while we did not observe an alteration in pT58/pS62 at low pH, and GSK-3β inhibition (CHIR99021/GSKi) did not upregulate c-Myc levels, we found that proteasome inhibition (MG-132) augmented c-Myc levels (Fig. 5F). Hence, we next explored the half-life of c-Myc using cycloheximide (CHX) (Fig. 5G), a protein synthesis inhibitor that can preclude any transcriptional bias. Based on c-Myc kinetics (Fig. 5E), we pre-treated CTLs for 1.5 h before CHX addition so that the assay was conducted at the time point at which there is the full impact of acidity on c-Myc levels. Interestingly, we observed that acidity lowered c-Myc half-life from 37 min to 23 min. Taken together, our results indicate that the drop in c-Myc levels under acidic conditions is caused by lower *Myc* transcription at least in part as a result of weaker IL-2R signaling, and also by increased proteasomal degradation which lowers the half-life of c-Myc.

### TSC2 knockout augments mTORC1 activity at low pH but does not restore CTL proliferation, even in combination with c-Myc overexpression

We next sought to explore mechanisms limiting mTORC1 activity at low pH. Interestingly, although mTORC1 inhibition with rapamycin recapitulated proliferative defects observed under acidic conditions (Fig. EV3A), the phosphorylation status of Akt (an important activator of mTORC1; Fig. EV3B), was not altered at pH 6.6 (Fig. 6A). Moreover, although Akt inhibition lowered mTORC1 activation and c-Myc accumulation, at low pH we did not detect a decrease in the phosphorylation status of direct Akt targets GSK-3β and FoxO, while PRAS40 phosphorylation was only modestly lowered. Subsequently, by CRISPR/Cas9 we individually knocked out PRAS40 and TSC2, the latter of which is a major negative regulator of mTORC1 that is also controlled by Akt (Fig. 6B). PRAS40 was not found to play a role in the regulation of mTORC1 activity, but loss of TSC2 resulted in mTORC1 activation, even in the absence of IL-2 and regardless of pH. The addition of IL-2 further increased mTORC1 activity in TSC2 knockout CTLs at pH 7.4 in an Akt-independent manner (Fig. EV3C), but had little impact on mTORC1 at pH 6.6. Despite the elevated mTORC1 activity at low pH in TSC2 knockout cells, there was not an increase in CTL proliferation (Fig. 6C).

**Figure 6:**
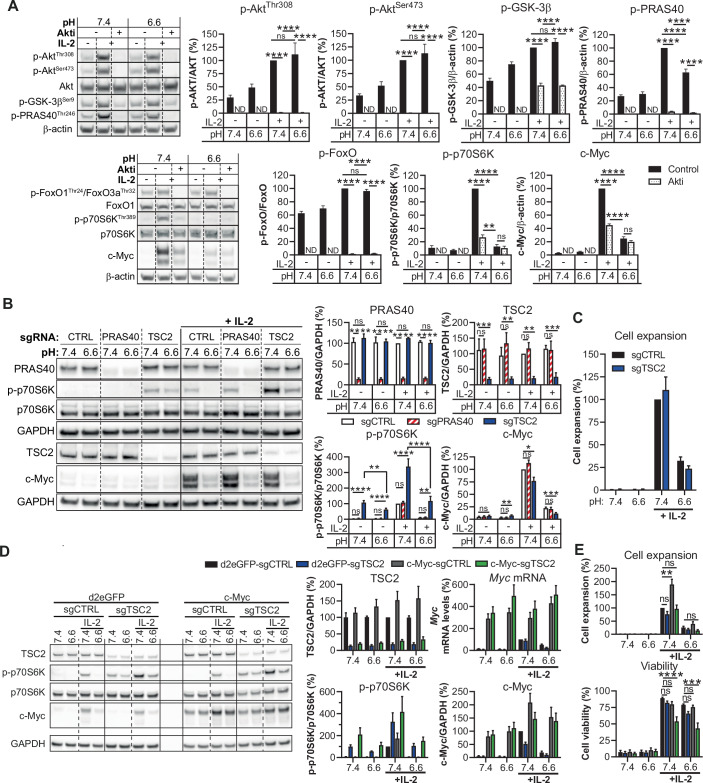
TSC2 knockout augments mTORC1 activity at low pH but does not restore CTL proliferation, even in combination with c-Myc overexpression. (**A**) Acidity does not inhibit phosphorylation of direct Akt targets. OT-I CTLs were cultured for 4 h in the presence, or absence (“Control”, DMSO), of Akt1/2 inhibitor (10 μM- “Akti”). One representative western blot is shown. Bar graphs show the mean levels normalized to the condition “pH 7.4 + IL-2” +SEM of four biological replicates from two independent experiments. ND not determined. ns: not significant, **P = 0.0029, ****P < 0.0001 (one-way repeated measures ANOVA, Tukey post-hoc test). (**B**) TSC2 knockout improves mTORC1 activity. OT-I x CRISPR/Cas9 CTLs were transduced with retroviruses encoding a negative control, a PRAS40 or a TSC2 sgRNA, and were cultured for 4 h. One representative western blot from two membranes of the same samples is shown. Bar graphs show the mean phosphorylation status, or total levels, of the indicated molecule relative to the total protein of interest, or to GAPDH, normalized to the condition “pH 7.4 + IL-2 sgCTRL” +SEM of four biological replicates from two independent experiments. ns: not significant, ****P < 0.0001. TSC2: pH 7.4 sgTSC2 vs sgCTRL ***P = 0.0005, pH 6.6 sgTSC2 vs sgCTRL **P = 0.0042, pH 7.4 + IL-2 sgTSC2 vs sgCTRL **P = 0.0026, pH 6.6 + IL-2 sgTSC2 vs sgCTRL ***P = 0.0007. p-p70S6K: pH 6.6 sgTSC2 vs pH 7.4 sgTSC2 **P = 0.001, pH 6.6 + IL-2 sgTSC2 vs sgCTRL **P = 0.0075. c-Myc: pH 6.6 sgTSC2 vs sgCTRL **P = 0.0011, pH 7.4 + IL-2 sgTSC2 vs sgCTRL *P = 0.0241, pH 6.6 + IL-2 sgTSC2 vs sgCTRL ***P = 0.0005 (one-way repeated measures ANOVA, Tukey post-hoc test). (**C**) TSC2 knockout does not improve CTL proliferation. The methodology was the same as in (**B**). CTLs were cultured 4 days. Results show the relative expansion (normalized to the condition “pH 7.4 + IL-2 sgCTRL”) +SEM of at least four biological replicates from at least two independent experiments. (**D**) TSC2 knockout and c-Myc overexpression improves mTORC1 activity and c-Myc levels. OT-I x CRISPR/Cas9 CTLs encoding a negative control protein (d2eGFP) or c-Myc, together with a negative control (d2eGFP-sgCTRL; c-Myc-sgCTRL) or a TSC2 sgRNA (d2eGFP-sgTSC2; c-Myc-sgTSC2) were cultured 4 h. One representative western blot is shown. Bar graphs show the mean levels normalized to the condition “pH 7.4 + IL-2 d2eGFP-sgCTRL” + SEM of four biological replicates from four independent experiments. **(E**) TSC2 knockout and c-Myc overexpression do not improve CTL expansion at low pH. The methodology was the same as in (**D**). CTLs were cultured 3 days. Results show the relative expansion (normalized to the condition “pH 7.4 + IL-2 d2eGFP-sgCTRL”), or viability, + SEM of four biological replicates from four independent experiments. ns not significant, **P = 0.0063, ***P = 0.0002, ****P < 0.0001 (one-way repeated measures ANOVA, Tukey post-hoc test). Source data are available online for this figure.

**Figure EV3:**
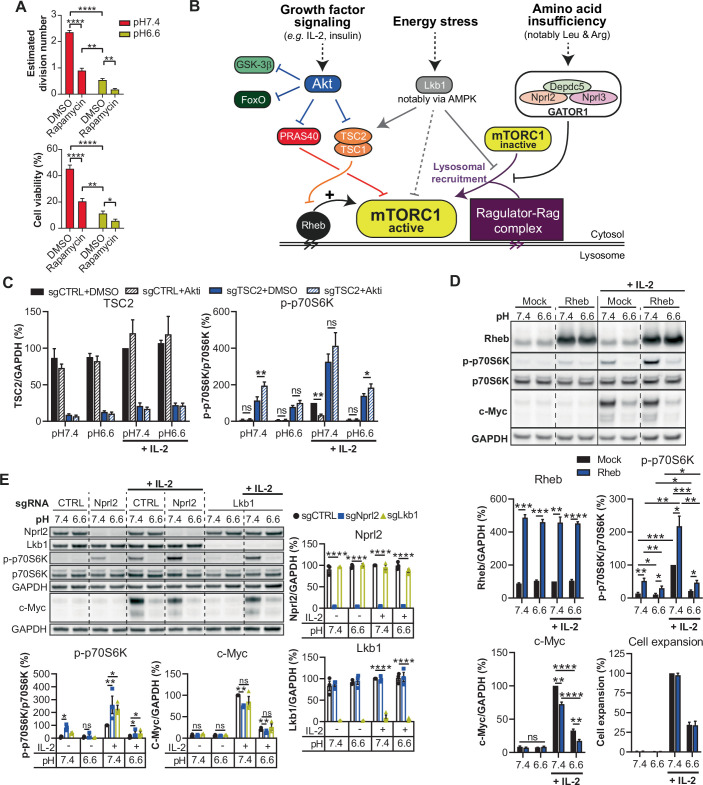
mTORC1 pathway exploration. (**A**) mTORC1 inhibition leads to proliferation and viability defects following IL-2 stimulation. OT-I CTLs were cultured for three days in the presence (“Rapamycin”), or absence (“DMSO”), of rapamycin 10 nM with exogenous murine IL-2. Results show the estimated division number, or viability, + SEM of three biological replicates from two independent experiments. ****P < 0.0001. Division number: pH 7.4+Rapa vs pH 6.6 + DMSO **P = 0.0021, pH 6.6+Rapa vs pH 6.6 + DMSO **P = 0.0020. Viability: pH 7.4+Rapa vs pH 6.6 + DMSO **P = 0.0014, pH 6.6+Rapa vs pH 6.6 + DMSO *P = 0.0185 (one-way repeated measures ANOVA, Tukey post-hoc test). (**B**) Simplified scheme of mTORC1 activity regulation. mTORC1 is recruited to the lysosome via the Ragulator-Rag complex where it can eventually be activated by Rheb. Growth factor signaling leads to Akt activation that phosphorylates PRAS40 and TSC2 allowing to block their capacity to inhibit mTORC1 activity. Amino acid sufficiency prevents GATOR1 complex from impeding mTORC1 recruitment to lysosomes. Energy stress leads to Lkb1 activation that can lower mTORC1 activity via several mechanisms (mostly involving AMPK) including TSC2 activation, Ragulator-Rag inhibition and mTORC1 inhibiting phosphorylation. (**C**) Impact of Akt inhibition on mTORC1 activity in TSC2 knockouts. OT-I x CRISPR/Cas9 CTLs were transduced with retroviruses encoding a negative control, a PRAS40 or a TSC2 sgRNA, and were cultured for 4 h in the presence, or absence (“DMSO”), of Akt1/2 inhibitor (10μM- Akti). Bar graphs show the mean levels normalized to the condition “pH 7.4 + IL-2 sgCTRL DMSO” + SEM of four biological replicates from two independent experiments. ns: not significant. pH 7.4 sgTSC2+Akti vs sgTSC2+DMSO **P = 0.0037, pH 7.4 + IL-2 sgCTRL+Akti vs sgCTRL+DMSO **P = 0.0014, pH 6.6 + IL-2 sgTSC2+Akti vs sgTSC2+DMSO *P = 0.0195 (Student’s paired *t* test). (**D**) Rheb overexpression improves mTORC1 activity. OT-I CTLs were transduced with a control (Mock) or a Rheb encoding retrovirus, and were cultured for 4 h (western blot analyses) or 4 days (cell expansion and viability). One representative western blot is shown. Bar graphs show the mean levels normalized to the condition “pH 7.4 + IL-2 Mock” + SEM of four biological replicates from two independent experiments. ns: not significant, ****P < 0.0001. Rheb: pH 7.4 Rheb vs Mock ***P = 0.0001, pH 6.6 Rheb vs Mock ***P = 0.0002, pH 7.4 + IL-2 Rheb vs Mock **P = 0.0017. p-p70S6K: pH 7.4 Rheb vs Mock **P = 0.0099, pH 6.6 Mock vs pH 7.4 Mock *P = 0.0445, pH 7.4 + IL-2 Mock vs pH 7.4 Mock ***P = 0.0001, pH 6.6 Rheb vs pH 7.4 Rheb **p = 0.0019, pH 7.4 + IL-2 Rheb vs pH 7.4 Rheb **P = 0.0098, pH 6.6 Rheb vs pH 6.6 Mock *P = 0.0181, pH 6.6 + IL-2 Mock vs pH 6.6 Mock *P = 0.0143, pH 6.6 + IL-2 Rheb vs pH 6.6 Rheb *P = 0.0396, pH 7.4 + IL-2 Rheb vs Mock *P = 0.0307, pH 6.6 + IL-2 Mock vs pH 7.4 + IL-2 Mock ***P = 0.0002, pH 6.6 + IL-2 Rheb vs pH 7.4 + IL-2 Rheb **P = 0.0056, pH 6.6 + IL-2 Rheb vs pH 6.6 + IL-2 Mock *P = 0.0125. c-Myc: pH 7.4 + IL-2 Rheb vs Mock **P = 0.0032, pH 6.6 + IL-2 Rheb vs Mock **P = 0.0053. (Student’s paired *t* test). (**E**) Nprl2 and Lkb1 knockouts do not improve mTORC1 activity at low pH. OT-I x CRISPR/Cas9 CTLs were transduced with retroviruses encoding a negative control, a Nprl2 or a Lkb1 sgRNA, and were cultured for 4 h. One representative western blot from two membranes of the same samples is shown. Bar graphs show the mean levels normalized to the condition “pH 7.4 + IL-2 sgCTRL” + SEM of three biological replicates (except for conditions pH 7.4 and pH 6.6 sgLkb1 without IL-2: two) from two independent experiments. ns: not significant, ****P < 0.0001. p-p70S6K: pH 7.4 sgNprl2 vs sgCTRL *P = 0.0296, pH 7.4 + IL-2 sgNprl2 vs pH 7.4 + IL-2 sgCTRL **P = 0.0050, pH 7.4 + IL-2 sgLkb1 vs pH 7.4 + IL-2 sgCTRL *P = 0.0429, pH 6.6 + IL-2 sgNprl2 vs pH 6.6 + IL-2 sgCTRL *P = 0.0339, pH 6.6 + IL-2 sgLkb1 vs pH 6.6 + IL-2 sgCTRL *P = 0.0187. c-Myc: pH 7.4 + IL-2 sgNprl2 vs sgCTRL **P = 0.0042, pH 6.6 + IL-2 sgNprl2 vs sgCTRL **P = 0.0023. (Student’s paired *t* test).

Rheb is directly inhibited by TSC2, and Rheb overexpression has been reported to facilitate unhindered mTORC1 encounter and activation (Angarola and Ferguson, 2020; Garami et al, 2003). We overexpressed Rheb and observed similar effects as for TSC2 knockout cells, albeit less pronounced (Fig. EV3D). In addition to growth factors and Akt, mTORC1 activity is regulated by amino acid insufficiency and energy stress via GATOR1 and the Lkb1/AMPK axis, respectively (Fig. EV3B). Interestingly, knockout of Nprl2 which blocks the GATOR1 axis led to activation of mTORC1 even in the absence of IL-2, but not at pH 6.6 (Fig. EV3E). Also, despite increasing mTORC1 activity upon addition of IL-2 at pH 7.4, Nprl2 and Lkb1 knockouts minimally augmented mTORC1 activity under acidic conditions.

Despite promoting mTORC1 activity at low pH, knocking out TSC2 is probably not sufficient to restore cell expansion because other pathways like c-Myc are disturbed in a mTORC1-independent manner. Hence, we next overexpressed c-Myc in conjunction to knocking out TSC2 (Fig. 6D). Importantly, retroviral transfer of the wild-type c-Myc transgene allowed protein accumulation in the absence of IL-2 stimulation and restored its levels at low pH, thus indicating that under acidic conditions c-Myc is mostly controlled at the mRNA level. Notably, despite a three- to fourfold increase in mRNA levels upon c-Myc overexpression as compared to endogenous *Myc* mRNA induction by IL-2, c-Myc protein levels remained almost identical to those promoted by IL-2. This suggests that the c-Myc degradation process becomes saturated upon its overexpression. Cell expansion at low pH (Fig. 6E) was not restored upon overexpression of c-Myc, even if TSC2 was also knocked out. At neutral pH, whereas, c-Myc overexpression enhanced cell expansion, but in combination with TSC2 knockout this effect was abrogated as a result of increased cell death.

### Low extracellular pH rapidly drives cytoplasmic and nuclear acidification in CTLs

Having thus far demonstrated that low pH blunts T-cell function including IL-2 mediated proliferation with modest impairment to IL-2/IL-2R binding and signaling but strong independent reduction in mTORC1 activity and c-Myc levels, we reasoned that there must be important intracellular acidification disruptive to multiple independent cellular processes. We sought an experimental approach for which it would be possible to distinguish acidification within the cytoplasm versus nucleus, a large organelle in CTLs. Briefly, we engineered T cells to express SEpHluorin/mCherry (Koivusalo et al, 2010), a fusion protein comprising SEpHluorin (a pH-sensitive mutant of GFP) and mCherry (pH-insensitive) and allowing one to infer intracytoplasmic and nuclear pH in parallel by ratiometric measurements via confocal microscopy by comparison with a standard curve (Fig. 7A). Interestingly, we observed that intracellular pH was rapidly (≤20 min) acidified (Fig. 7B) down to ~pH 7.0 (vs ~pH 7.3 in the control group; corresponding to a H^+^ increase of more than 80%) upon pH 6.6 treatment, and that it dropped to ~pH 6.90 (corresponding to a H^+^ increase of more than 140%) by the end of the experiment (4 h). Acidic conditions also lowered nuclear pH to the same extent and with the same kinetics (Fig. 7C) despite that the nucleus had a slightly more alkaline pH at baseline ( + 0.1 pH unit). We questioned if low pH may directly impair the enzymatic activity of mTORC1, thereby accounting for lower downstream signaling. However, we found that the ability of mTORC1 complexes to phosphorylate purified 4E-BP1 was in fact higher in vitro at pH 6.6 than at pH 7.4 (Fig. 7D). Indeed, mTORC1 functions in close proximity to lysosomes which are highly acidic (pH 4.5–5) (Rogala et al, 2019) which may explain our observation.

**Figure 7:**
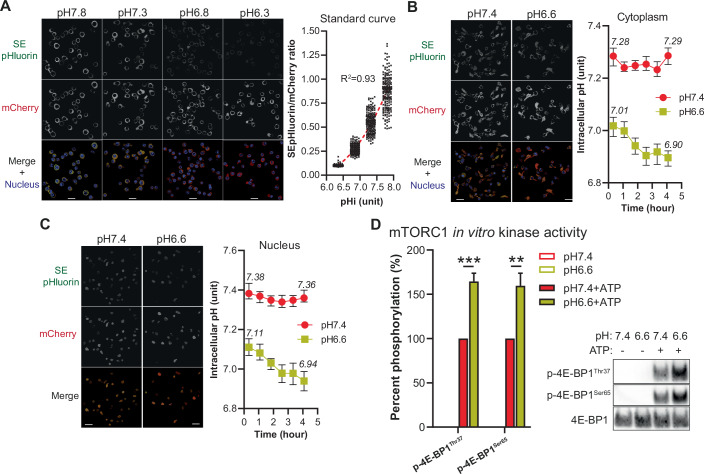
Low extracellular pH rapidly drives cytoplasmic and nuclear acidification in CTLs. (**A**) Standard curve to detect intracellular pH. OT-I CTLs engineered to express SEpHluorin-mCherry were cultured in high K^+^ buffer containing Valinomycin/Nigericin with defined pH, allowing to obtain equilibrium between extracellular and intracellular pH. Dot plot graph shows the ratio of fluorescence of SEpHluorin/mCherry per cell excluding nucleus at each pH acquired by live confocal microscopy. A correlation curve was obtained using the median fluorescence for each pH and was used as a standard curve. Representative images for each pH with a 20 μm scale bar are displayed. (**B**) Extracellular acidity lowers intracytoplasmic pH. OT-I CTLs engineered to express SEpHluorin-mCherry and cultured at pH 7.4 or pH 6.6 in the presence of exogenous murine IL-2 were acquired by live confocal microscopy. Line graph shows the median ratio of fluorescence of SEpHluorin/mCherry per cell excluding nucleus ± 95% CI of at least 150 cell per time-point per pH from one out of two independent experiments. Representative images for each pH with a 20 μm scale bar are displayed. (**C**) Extracellular acidity lowers nuclear pH. The methodology is the same as in (**B**). Line graph shows the median ratio of fluorescence of SEpHluorin/mCherry per cell excluding extra-nucleus signal ± 95% CI of at least 150 cell per time-point per pH from one out of two independent experiments. Representative images for each pH with a 20 μm scale bar are displayed. (**D**) mTORC1 kinase activity in vitro is not lowered at pH 6.6. Kinase activity of recombinant mTORC1 complexes (mTOR/RAPTOR/MLST8) at pH 7.4 or pH 6.6 was assessed by determining phosphorylation status of recombinant 4E-BP1 upon a 10 min reaction at 30 °C in the presence, or absence, of ATP. One representative Western blot is shown. Results show the mean phosphorylation status of 4E-BP1 normalized to the condition “pH 7.4 + ATP” + SEM of four independent experiments. **P = 0.0058, ***P = 0.0004 (Student’s *t* test). Source data are available online for this figure.

### Acidity lowers intracellular glutamine/glutamate/aspartate levels and promotes proline accumulation

Finally, we sought to explore differences in the metabolome of T cells under acidic conditions which could potentially play a role in impaired cellular function (Buck et al, 2017). Indeed, both mTORC1 and c-Myc are known regulators of amino acid homeostasis and can themselves be controlled by amino acid levels (Loftus et al, 2018; Wolfson and Sabatini, 2017). Interestingly, under acidic conditions, we observed a consistent decrease in the intracellular levels of glutamine/glutamate, along with an increase in proline content (Figs. EV4A and 8A). Since mTORC1 activation and c-Myc levels have been previously described to be modulated by glutamine (Jewell et al, 2015; Loftus et al, 2018), we assessed whether low glutamine levels could be causing the effects observed at low pH. We confirmed that glutamine deprivation from the medium mimics impaired CTL proliferation and mTORC1/c-Myc patterns observed under acidic conditions (Fig. EV4B,C). However, a glutamine dose-response experiment revealed that mTORC1/c-Myc patterns at low pH were matched at 1000-fold less (2 μM) glutamine in the culture medium (Fig. 8B) but merely a tenfold decrease (200 μM) in extracellular glutamine completely abrogated intracellular glutamine detection in CTLs (Fig. 8C). Plotting mTORC1 and c-Myc as a function of intracellular glutamine or glutamate (Fig. EV4D) further indicates that low intracellular glutamine/glutamate under acidic conditions does not dictate mTORC1/c-Myc patterns but rather could be a consequence of them. Whereas not detected in previous assays, it is worth noting that intracellular aspartate content was also lowered by acidity and was dependent upon extracellular glutamine levels (Fig. 8C). Interestingly, we observed that increasing doses of extracellular glutamine lowered intracellular levels of serine and threonine (Appendix Fig. S10A) which might reflect CTL reliance on the neutral amino acid transporter alanine serine cysteine transporter 2 (ASCT2), a transporter which imports neutral amino acids such as alanine and glutamine (its primary role) in exchange for intracellular amino acids (Fuchs and Bode, 2005; Scalise et al, 2018).

**Figure 8:**
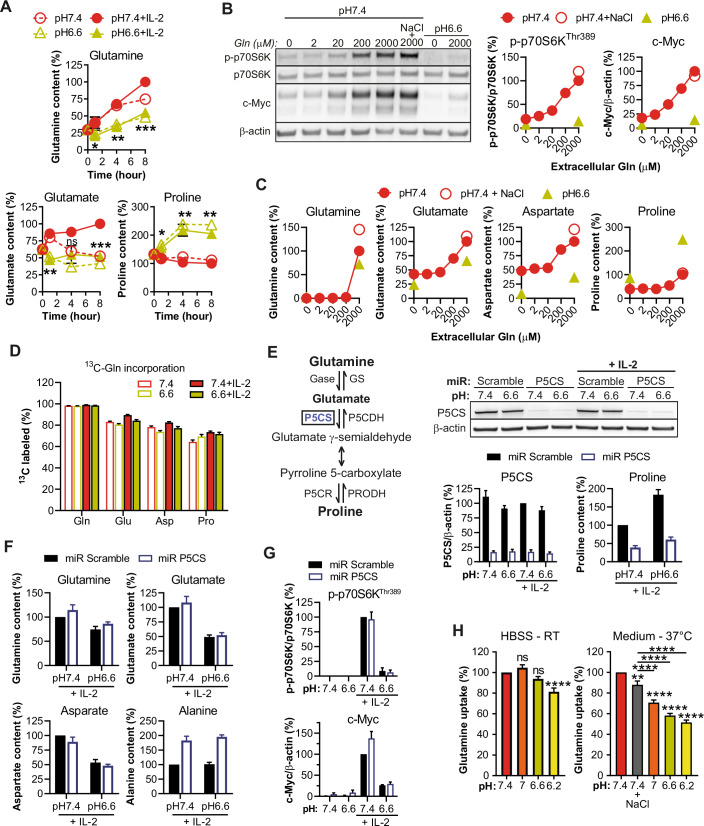
Acidity lowers intracellular glutamine/glutamate/aspartate levels and promotes proline accumulation in CTLs. (**A**) Time-course of intracellular levels of glutamine, glutamate, and proline in OT-I CTLs. Results show the mean intracellular level of the amino acid of interest (normalized to the condition “pH 7.4 + IL-2 8 h”) ± SEM of four biological replicates from two independent experiments. ns: not significant. Gln: pH 6.6 + IL-2 vs pH 7.4 + IL-2 1 h *P = 0.0498, 4 h **P = 0.0015, 8 h ***P = 0.0001. Glu: pH 6.6 + IL-2 vs pH 7.4 + IL-2 1 h **P = 0.0066, 4 h ns *P* = 0.0672, 8 h ***P = 0.0008. Pro: pH 6.6 + IL-2 vs pH 7.4 + IL-2 1 h *P = 0.0178, 4 h **P = 0.0085, 8 h **P = 0.0017 (Student’s paired *t* test). (**B**) Dose-dependent impact of glutamine on phosphorylation of p70S6K and c-Myc levels. OT-I CTLs were cultured for 4 h with exogenous murine IL-2 and in presence or absence of NaCl 31 mM. One representative western blot out of four biological replicates from two independent experiments is shown. Line graphs display the mean relative levels ± SEM of the pooled data, as a function of extracellular glutamine content. (**C**) Dose-dependent impact of exogenous glutamine on amino acid levels. The methodology was the same as in (**B**). Results show the mean intracellular amino acid content normalized to the condition “pH 7.4 + 2000 μM Gln” ± SEM of four biological replicates. (**D**) Intracellular glutamine, glutamate, aspartate and proline are coming from extracellular glutamine. OT-I CTLs were cultured for 4 h with isotopic ^13^C-glutamine (2 mM). Results show the mean proportion of the indicated intracellular amino acid that incorporated ^13^C + SEM of four biological replicates from two independent experiments. (**E**) Knockdown of P5CS prevents proline accumulation. OT-I CTLs transduced with a control miR (Scramble) or a P5CS-targeting miR were cultured for 4 h. One representative western blot displaying P5CS protein levels is shown. Bar graph on the left hand displays the mean P5CS protein levels normalized to the condition “pH 7.4 + IL-2 miR Scramble” + SEM of four biological replicates from two independent experiments. Bar graph on the right hand shows proline levels normalized to the condition “pH 7.4 + IL-2 miR Scramble” + SEM of four biological replicates from two independent experiments. (**F**) P5CS knockdown does not improve glutamine/glutamate/aspartate levels at low pH, but increases alanine accumulation. The methodology was the same as in (**E**). Results show the mean amino acid level normalized to the condition “pH 7.4 + IL-2 miR Scramble” + SEM of four biological replicates from two independent experiments. (**G**) P5CS knockdown does not improve mTORC1 activity and c-Myc levels at low pH. The methodology was the same as in (**E**). Results show the mean levels normalized to the condition “pH 7.4 + IL-2 miR Scramble” + SEM of four biological replicates from two independent experiments. (**H**) Acidity lowers glutamine uptake in CTLs. OT-I CTLs were cultured for 20 min either in HBSS at room temperature, or in CTL medium with IL-2 at 37 °C. Amino acid uptake assay was carried out by adding tritiated glutamine at 10 μCi/mL (equivalent to 165 nM). Results show the mean glutamine uptake normalized to the condition “pH 7.4” + SEM of eight biological replicates from at least three independent experiments. ns: not significant, **P = 0.0019, ****P < 0.0001. Comparisons to pH 7.4 are performed when not indicated. (one-way repeated measures ANOVA, Tukey post-hoc test). Source data are available online for this figure.

**Figure EV4:**
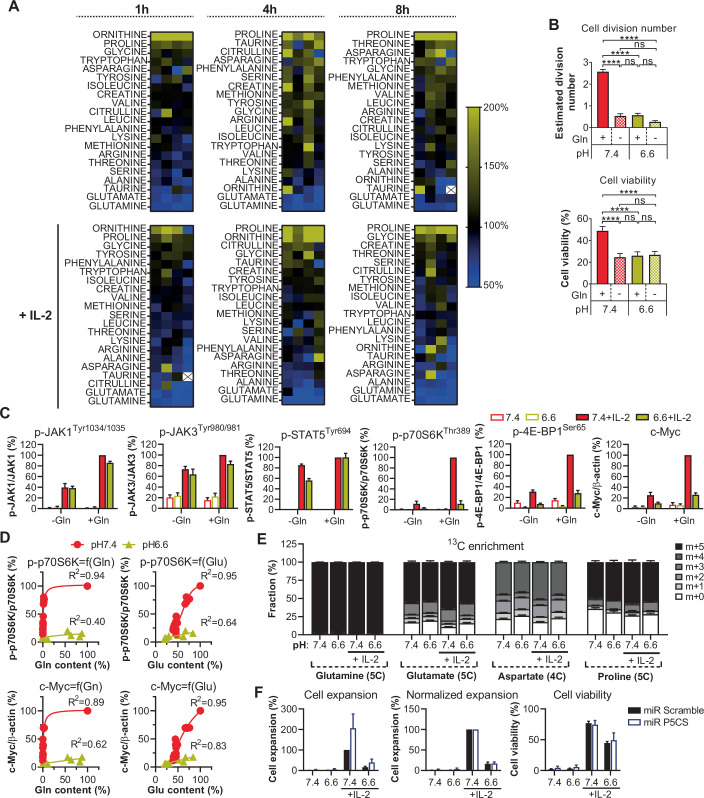
Exploration of glutamine metabolism at low pH. (**A**) Heat map of intracellular amino acid contents as a function of pH, time, and IL-2 stimulation. Intracellular levels of amino acids were quantified from OT-I CTLs. Results show the percent level of amino acid as compared to the matched pH 7.4 condition using a color code, as outlined on the ladder. Each square shows one biological replicate, with a total of four from two independent experiments. White square with a cross inside means the amino acid was not detected. (**B**) Glutamine deprivation inhibits CTL proliferation and viability. OT-I CTLs were cultured for three days with exogenous murine IL-2 in the presence, or absence, of glutamine (under the glutamax form, 4 mM). Results show the estimated division number, or cell viability, + SEM of at least four biological replicates from at least two independent experiments. ns: not significant, *P < 0.05, ****P < 0.0001 (one-way repeated measures ANOVA, Tukey post-hoc test). (**C**) Glutamine deprivation lowers mTORC1 activation and c-Myc accumulation. OT-I CTLs were cultured for 4 h in the presence, or absence, of glutamine (2 mM). Results show the mean levels normalized to the condition “pH 7.4 + IL-2” ± SEM of four biological replicates from two independent experiments. (**D**) mTORC1/c-Myc as a function of intracellular levels of glutamine/glutamate. OT-I CTLs were cultured for 4 h with exogenous murine IL-2 in the presence of various exogenous quantities of glutamine. Results show the individual values of p-p70S6K or c-Myc as a function of intracellular amino acid content normalized to the condition “pH 7.4 + 2000 μM Gln” from four biological replicates out of two independent experiments. A correlation curve and R^2^ for each pH is displayed. (**E**) Intracellular glutamine, glutamate, aspartate and proline are coming from extracellular glutamine. OT-I CTLs were cultured for 4 h with isotopic ^13^C-glutamine (2 mM). Results show isotopologue distribution of the indicated intracellular amino acid + SEM of four biological replicates from two independent experiments. The maximum number of carbons that can be labeled is indicated under bracket aside each amino acid. (**F**) P5CS knockdown does not restore CTL proliferation and viability at low pH. OT-I CTLs transduced with a control miR (Scramble) or a P5CS-targeting miR were cultured for 3 days. Bar graphs display mean CTL expansion normalized to the condition “pH 7.4 + IL-2”, mean CTL expansion normalized to the condition “pH 7.4 + IL-2” per corresponding miR, or mean CTL viability + SEM of four biological replicates from two independent experiments.

Although glutamine is considered the major source of glutamate (Altman et al, 2016), proline and aspartate can arise from glutamine/glutamate conversion (Yoo et al, 2020). Thus, we next performed tracer experiments with ^13^C isotopic glutamine. Of note, within four hours upwards of 50% of some TCA cycle metabolites (e.g., citrate, fumarate, and malate) were generated from extracellular glutamine (Appendix Fig. S10B). Importantly, we confirmed that more than 80% of glutamate, more than 70% of aspartate, and at least 65% of the proline pool were derived from glutamine (Figs. EV4E and 8D). We questioned if the decrease in intracellular levels of glutamine/glutamate/aspartate could be due to increased conversion to proline. While a miR-based knockdown of more than 80% of P5CS, a rate-limiting enzyme involved in proline conversion (Fig. 8E), blocked an increase in proline levels at low pH, there was no rescue of glutamine/glutamate/aspartate levels (Fig. 8F), mTORC1/c-Myc patterns (Fig. 8G), or cell proliferation and viability (Fig. EV4F). Upon P5CS knockdown there was, however, an increase in alanine accumulation (Fig. 8F). Finally, utilizing tritiated glutamine, we determined that its uptake was pH-dependent (Fig. 8H). Notably, the assay had to be performed using complete medium at 37 °C (instead of HBSS at room temperature) (Cormerais et al, 2018) in order to observe a clear impact, thus suggesting that acidity disturbs amino acid uptake and/or export via competition for transporters. All perturbations to CTLs at low pH are summarized in a graphical abstract in Fig. EV5.

**Figure EV5:**
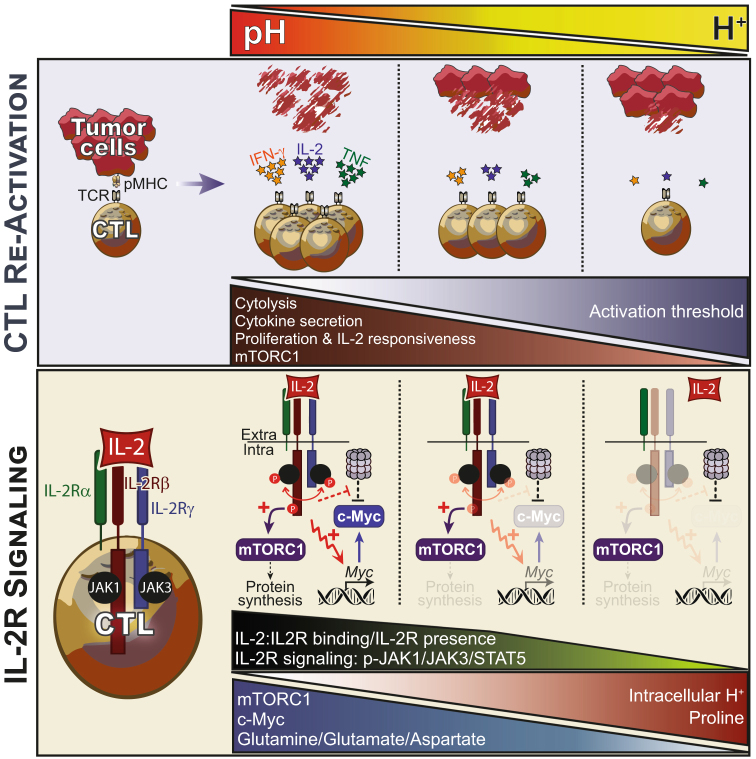
Schematic overview of the impact of increasingly acidic conditions on CTLs.

## Discussion

Here, we have comprehensively examined the impact of acidity, a common suppressive feature of solid tumors, on effector CD8^+^ T cells. It has been previously shown that the cytolytic capacity of CTLs is blunted at low pH (Fischer et al, 2007; Nakagawa et al, 2015) and we confirmed this to be the case for T cells expressing weak but not high-affinity TCRs. In line with previous studies, we also observed reduced cytokine secretion (IFN-γ, IL-2 and TNF) and proliferation upon CTL re-activation under acidic conditions. Several mechanisms have been proposed to explain how acidity impairs CTLs including CD3ζ downregulation, lower CD25 (IL-2Rα) levels, upregulation of CTLA-4 and PD-1, lower phosphorylation of Akt, ERK, STAT5, p38 and JNK, and/or activation of proton-sensing receptors (e.g., ASICs, TDGA8, OGR1, TRPV) (Bosticardo et al, 2001; Brand et al, 2016; Calcinotto et al, 2012; Mendler et al, 2012; Nakagawa et al, 2015; Pilon-Thomas et al, 2016), but previous studies are awash with contradictory findings.

To gain deeper mechanistic insight into acidity-induced T-cell dysfunction, we considered CTL re-activation in two stages, a first TCR/CD3-dependent step during which cytokines are generated, and a second one that relies mainly upon autocrine IL-2 production and IL-2R signaling. We found that although acidity inhibited IL-2 production during CTL re-activation, impaired proliferation was mostly due to diminished IL-2 responsiveness in a TCR/CD3-independent manner. We observed that levels of the IL-2R subunits (mostly β and γ), functional IL-2R complex, IL-2 binding capacity, and the phosphorylation of upstream signaling molecules (i.e., JAK1, JAK3 and STAT5) dropped under acidic conditions. However, at pH 6.6, IL-2R signaling was only modestly impacted, and the MAPK/ERK pathway not at all. In contrast, at pH 6.6 we observed that both mTORC1 activation/signaling (as evaluated by phosphorylation of p70S6K, S6, 4E-BP1 and ULK1) and c-Myc accumulation were reduced, apparently independently of one other and of a global decrease in IL-2R signaling.

Notably, it has been recently reported that acidity preserves stemness (Cheng et al, 2023), in line with the implicated roles of IL-2R signaling, c-Myc and mTORC1 in effector cell versus stem cell/memory differentiation (Ross and Cantrell, 2018; Verbist et al, 2016), all of which were found to be perturbed in our study investigating changes in CTLs under acidic conditions. The impact of low pH on T cells may be even more pronounced in the presence of lactate (Feng et al, 2022), a metabolite often secreted at the same time as protons, and is of interest to explore in future studies.

mTOR is a central hub integrating growth factor signaling and nutrient availability to regulate critical cellular processes including protein and nucleotide synthesis, and ultimately T-cell fate (Saxton and Sabatini, 2017). Interestingly, although the mTORC1 inhibitor rapamycin (Pollizzi and Powell, 2015; Ross and Cantrell, 2018) blunted CTL proliferation (i.e., suggesting that impaired proliferation at low pH is associated with decreased mTORC1 activity), we observed that Akt activation (a kinase which can activate mTORC1) and its downstream targets including GSK-3β, FoxO1 and PRAS40 were not disrupted under acidic conditions. GATOR1 (involved in amino acid sensing) and Lkb1/AMPK pathways were similarly not involved in the reduced mTORC1 activation at low pH. Moreover, we observed no phosphorylation or accumulation of the transcription factors CREB and CREM, suggesting that proton-sensing receptors, which often signal through the cAMP/PKA pathway and can lead to mTORC1 inhibition (Damaghi et al, 2013; Jewell et al, 2019), are not involved in reduced mTORC1 activity under acidic conditions. Similarly, Wu et al. recently ruled out participation of several proton-sensing receptors in acidity-mediated suppression of T cells (Wu et al, 2020).

The inhibition of mTORC1 at low pH has been described in fibroblasts and tumor cells (Balgi et al, 2011; Faes et al, 2016; Walton et al, 2018) and it has been proposed that acidification within the cytoplasm causes lysosome dispersion thereby preventing mTORC1 co-localization with its activator Rheb (Walton et al, 2018). We observed that CTL culture at low pH causes rapid acidification within both the cytoplasmic and nuclear compartments. However, the fact that TSC2 (a Rheb inhibitor) knockout promoted mTORC1 activity argues against lysosome dispersion taking place in CTLs. While TSC2 knockout enforced mTORC1 activity at low pH, this was not sufficient to restore CTL proliferation upon IL-2 stimulation. Finally, we questioned if low pH could directly inhibit mTORC1, but the kinase activity of the purified complex in vitro was not disrupted at pH 6.6. Hence, we conclude that along with its well-known roles in sensing nutrient and energy sufficiency, our data suggest that mTORC1 also acts as a sensor of pH (within just minutes of CTL exposure to an acidic milieu), an important parameter for integration in order to adapt cellular physiology to the microenvironment.

The transcription factor c-Myc plays critical roles during T-cell activation and IL-2-mediated proliferation, it regulates metabolic programs including glutaminolysis, and its inactivation prevents the proliferation of T cells (Gnanaprakasam and Wang, 2017; Marchingo et al, 2020; Wang et al, 2011). Under acidic conditions we observed a slight decrease in IL-2/IL-2R binding and in JAK/STAT activation, and a consequent decrease in *Myc* transcription. Interestingly, we also found that c-Myc half-life was lowered at low pH. Accordingly, although we did not observe changes in phosphorylation of T58 or S62 (the residues mostly commonly involved in driving proteasomal degradation or stabilization of c-Myc, respectively, (Farrell and Sears, 2014), we observed higher c-Myc accumulation upon proteasome inhibition. Our data indicate that acidity might improve proteasome activity, as previously proposed by others (Rackova and Csekes, 2020; Zund et al, 1997). Notably, while both transcriptional and post-transcriptional mechanisms regulated c-Myc levels, c-Myc overexpression was sufficient to restore its levels at low pH. Although this suggests a major role of *Myc* mRNA transcription for controlling protein levels at low pH, it does not rule out the importance of a lowered protein half-life. Indeed, c-Myc overexpression may lead to a highly active and potentially saturated c-Myc degradation process, as suggested by the high mRNA-to-protein c-Myc ratio observed, thus negating the impact of lowered c-Myc half-life. Nevertheless, despite significantly enhancing CTL proliferation at neutral pH, c-Myc overexpression was not sufficient to restore CTL proliferation at low pH.

As observed during IL-2R signaling, acidity lowered mTORC1 activity and c-Myc levels upon re-activation of CTLs. Notably, in contrast to mTORC1, we found that lowered c-Myc levels were related to a higher re-activation threshold under acidic conditions and could be compensated by increasing the activation stimulus. Given the multifunctional roles of both c-Myc and mTORC1 including in protein synthesis which is needed for the generation of cytokines, granzymes and perforin, etc., it is likely that impaired CTL effector function at low pH is at least in part due to their perturbation. Further work is warranted to delineate the precise mechanisms by which c-Myc and mTORC1 are inhibited under acidic conditions.

Finally, we questioned if low pH could cause changes in amino acid metabolism. Indeed, amino acids play a crucial role in T-cell function and they are tightly connected to mTORC1 and c-Myc activities. Under acidic conditions we observed a drop in intracellular levels of glutamine/glutamate/aspartate whereas proline accumulated. Glutamine is a nonessential amino acid but can be conditionally essential under catabolic conditions, and its uptake and catabolism are highly induced in active T cells to provide intermediate molecules for different pathways of biosynthesis as well as substrates for the mitochondria (Newsholme et al, 1985). For example, during glutaminolysis its carbon backbone can be converted to α-ketoglutarate to maintain homeostasis of the tricarboxylic-acid cycle (TCA), or to lactate that generates nicotinamide adenine dinucleotide (NAD) and NADPH (DeBerardinis et al, 2007). Notably, insufficient glutamine can inhibit T-cell proliferation, growth and cytokine production (Hammami et al, 2012).

Using isotopic glutamine, we determined that glutamate, aspartate and proline in CTLs are mostly derived from extracellular glutamine. We also found that glutamine deprivation in the culture media recapitulated the attenuated CTL proliferation and mTORC1/c-Myc patterns generated under acidic conditions. However, while a tenfold decrease in extracellular glutamine concentration resulted in the same intracellular levels measured at low pH, the impact on mTORC1 and c-Myc was only marginal. We observed that glutamine uptake by CTLs was lower under acidic conditions, at least in part due to competition with other amino acids for import. We also found that increased glutamine levels in the culture media was associated with lower intracellular levels of serine and threonine suggesting that low pH may disrupt substrate specificity and/or activity of ASCT2 (SLC1A5) (Fuchs and Bode, 2005; Scalise et al, 2018). Taken together, our results suggest that lower levels of glutamine/glutamate/aspartate at low pH are consequences of either disturbed mTORC1/c-Myc status (especially considering c-Myc is a known regulator of glutamine metabolism) and/or of the activity of glutamine transporters.

Proline accumulation is a conserved stress response mechanism across many organisms including plants, bacteria, protozoa and marine invertebrates. In plants, for example, drought, cold, radiation, hyperosmolarity or pH changes drive proline build-up which can serve as an osmoprotectant and to quench reactive oxygen species (ROS) (Hayat et al, 2012; Szabados and Savoure, 2010). The role of elevated proline in CTLs, if any, is unclear based on our data. Indeed, the knockdown of P5CS (an enzyme involved in glutamate conversion to proline) prevented proline accumulation but it did not restore glutamine/glutamate/aspartate levels and there was no impact on mTORC1, c-Myc, CTL proliferation or viability.

We set out in this work with the aim of comprehensively elucidating the mechanism(s) by which acidity, a common suppressive feature of tumors, dampens T-cell function (Lanitis et al, 2017). While previous studies have demonstrated improved tumor control with proton pump inhibitors and bicarbonate (Calcinotto et al, 2012; Pilon-Thomas et al, 2016), such approaches may not be universally effective as tumor cells might also benefit from alkalization. Here, we have demonstrated that low pH causes profound disruptive changes in CTLs affecting responsiveness to IL-2, different intracellular signaling pathways, transcription factors, and amino acid metabolism, which all together severely impair proliferation, cytokine production and, for lower affinity TCR T cells, cytotoxicity. Importantly, we show that concomitantly improving mTORC1 activity and c-Myc levels by gene engineering is not sufficient to restore CTL proliferation under acidic conditions. In summary, we conclude that aside from developing a strategy that can specifically and effectively restore intracellular CTL pH, multiple interventions will be required to enable T cells to overcome suppression caused by acidity in the TME.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalog number
**Experimental models**		
293T cells (*Homo sapiens*)	ATCC	CRL-3216
C1498 cells (*M. musculus*)	ATCC	TIB-49
CTLL-2 (*M. musculus*)	ATCC	TIB-214
C57BL/6 J (*M. musculus*)	Harlan	N/A
OT-I (*M. musculus*)	Charles River	N/A
OT-3 (*M. musculus*)	Enouz et al (2012)	Prof. Dietmar Zehn, TUM, Germany
OT-I x CRISPR/Cas9 (*M. musculus*)	This study	N/A
**Recombinant DNA**		
MSGV2-Thy1.1-2A-Rheb	This study	N/A
MSGV2-Thy1.1-2A-mCherry-SEpHluorin	This study	N/A
RSV-U6-sgCD25-PGK-Thy1.1	This study	N/A
RSV-U6-sgCTRL-PGK-Thy1.1	This study	N/A
RSV-U6-sgCTRL-PGK-d2eGFP-IRES-Thy1.1	This study	N/A
RSV-U6-sgCTRL-PGK-c-Myc-IRES-Thy1.1	This study	N/A
RSV-U6-sgLkb1-PGK-Thy1.1	This study	N/A
RSV-U6-sgNprl2-PGK-Thy1.1	This study	N/A
RSV-U6-sgPras40-PGK-Thy1.1	This study	N/A
RSV-U6-sgTsc2-PGK-Thy1.1	This study	N/A
RSV-U6-sgTsc2-PGK-d2eGFP-IRES-Thy1.1	This study	N/A
RSV-U6-sgTsc2-PGK-c-Myc-IRES-Thy1.1	This study	N/A
pCL-Eco	Addgene	# 12371
pQG-U6L-miRCTRL-PGK-Thy1.1	This study	N/A
pQG-U6L-miRP5CS-PGK-Thy1.1	This study	N/A
**Antibodies**		
Goat anti-mouse IgG HRP	Thermo Fisher	A16072
Donkey anti-rabbit IgG HRP	Thermo Fisher	31458
Rabbit anti-Akt	CST	4691
Rabbit anti-p-Akt_Ser	CST	4060
Rabbit anti-p-Akt_Thr	CST	13038
Rabbit anti-ALDH18a1/P5CS	Sigma-Aldrich	HP008333
Rabbit anti-AMPKα	CST	5831
Rabbit anti-AMPKβ	CST	4150
Rabbit anti-p-AMPKα	CST	2535
Rabbit anti-p-AMPKβ	CST	4186
Mouse-anti-β-Actin	Santa Cruz	sc-47778
Rabbit anti-c-Myc	CST	5605
Rabbit anti-p-c-MycS62	CST	13748
Rabbit anti-p-c-MycT58	Abcam	ab28842
Rabbit anti-CREB	Bethyl	A301-669A
Rabbit anti-p-CREB	CST	9198
Mouse anti-CREM	Santa Cruz	sc-390426
Rabbit anti-p-eIF2α	CST	3398
Rabbit anti-ERK1/2	CST	4695
Rabbit anti-p-ERK1/2	CST	4377
Rabbit anti-FoxO1	Thermo Fisher	MA5-32114
Rabbit anti-p-FoxO1/3	CST	9464
Mouse anti-GAPDH	Santa Cruz	sc-32233
Rabbit anti-p-GSK-3β	CST	9323
Rabbit anti-JAK1	CST	3344
Rabbit anti-JAK3	CST	8863
Rabbit anti-p-JAK1	CST	74129
Rabbit anti-p-JAK3	CST	5031
Rabbit anti-Lkb1	CST	3047
Rabbit anti-Nprl2	CST	37344
Rabbit anti-p62	CST	5114
Rabbit anti-PLCγ1	CST	2822
Rabbit anti-p-PLCγ1	CST	2821
Rabbit anti-PRAS40	CST	2691
Rabbit anti-p-PRAS40	CST	2997
Rabbit anti-p-p38	CST	4511
Rabbit anti-p62	CST	5114
Rabbit anti-p70S6K	CST	9202
Rabbit anti-p-p70S6K	CST	9205
Rabbit anti-Rheb	CST	13879
Rabbit anti-STAT5	Bethyl	9359
Rabbit anti-p-STAT5	CST	A303-494A
Mouse anti-S6	Santa Cruz	sc-74459
Rabbit anti-p-S6	CST	4858 and 5364
Rabbit anti-SLP-76	CST	4958
Rabbit anti-p-SLP-76	CST	92711
Rabbit anti-TSC2	CST	4308
Rabbit anti-ULK1	CST	8054
Rabbit anti-p-ULK1	CST	6888
Rabbit anti-4E-BP1	CST	9644
Rabbit anti-p-4E-BP1_Ser	CST	9451
Rabbit anti-p-4E-BP1_Thr	CST	2855
Hamster anti-CD3	Biolegend	100331
Hamster anti-CD28	Biolegend	302934
Rat anti-CD8α-AF488	Biolegend	100723
Rat anti-CD8α-PECy7	Biolegend	100722
Rat anti-CD8α-BV421	Biolegend	100738
Rat anti-CD25-PECy7	Biolegend	102016
Rat anti-CD25-APC	Biolegend	102012
Rat anti-CD44-PECy7	Biolegend	103030
Rat anti-CD62L-BV570	Biolegend	104433
Mouse anti-CD90.1/Thy1.1-APC	Biolegend	202526
Mouse anti-CD90.1/Thy1.1-Biotin	Biolegend	202510
Mouse anti-CD90.1/Thy1.1-BV421	Biolegend	202529
Rat anti-CD122-BV421	BD Biosciences	564925
Rat anti-CD132-APC	Biolegend	132308
Mouse anti-GrB-AF647	Biolegend	515406
Goat anti-streptavidin-biotin	Vector laboratories	BA-0500
**Oligonucleotides and other sequence-based reagents**		
Actb-F	This study	CTAAGGCCAACCGTGAAAAGAT
Actb-R	This study	CACAGCCTGGATGGCTACGT
Myc-F	This study	TTGATGTGGTGTCTGTGGAGAAGAG
Myc-R	This study	CGTAGTTGTGCTGGTGAGTGGA
sgCTRL	This study	AAACCTAGCGTAGATTCGGC
sgCD25	This study	AACCCCAACATCAGCAAGCG
sgLkb1	This study	TCCTTAGCGCCCTACGTATA
sgNprl2	This study	GCAGAGGCGGCCGTACCAAT
sgPRAS40	This study	ACGACATCGCACAGGCGCAC
sgTSC2	This study	TCTCATACACTCGAGTGGCG
shCTRL	This study	CAGGCAGAAGTATGCAAAGCA
shP5CS	This study	TCGACATGTAATTTCATTTCT
**Chemicals, enzymes and other reagents**		
DMEM high glucose	Thermo Fisher	31966021
DMEM low glucose	Thermo Fisher	21885025
DMEM low glucose, no glutamine	Thermo Fisher	11880028
DMEM low glucose, no carbonate	Sigma-Aldrich	D5523
Fetal Bovine Serum	Sigma-Aldrich	F7524
Dialyzed fetal bovine serum	Thermo Fisher	26400044
Penicillin-streptomycin	Thermo Fisher	15140122
HEPES	Bioconcept	5-31F00-H
MES	Sigma	M1317
Glutamine	Bioconcept	5-10K00-H
Non-essential amino acids	Thermo Fisher	11140035
Phenol red	Sigma	P0290
Glutamax	Thermo Fisher	35050061
HBSS	Thermo Fisher	24020117
Rapamycin	Sigma-Aldrich	553211
MG-132	Sigma-Aldrich	474791
Cycloheximide	Sigma-Aldrich	C4859
CHIR99021	Sigma-Aldrich	SML1046
Akt1/2 inhibitor	Sigma-Aldrich	A6730
Mouse IL-2	Peprotech	212-12
Human IL-2	Peprotech	200-02
Ficoll-Paque Plus	Cytiva	17-1440.02
T cell TrasAct	Miltenyi	130-111-160
Retro-concentin	SBI	RV100A
Protamine sulfate	Sigma-Aldrich	P4020
Retronectin	Takara	T100B
CellTrace Violet	Thermo Fisher	C34557
Precision count beads	Biolegend	424902
Live/dead fixable near-IR dead cell stain	Thermo Fisher	L34976
Hoechst 34580	Thermo Fisher	H21486
Nigericin and valinomycin	Thermo Fisher	P35379
RNAse A	Sigma-Aldrich	10109142001
Propidium iodide	Thermo Fisher	P3566
Streptavidin-PE	Biolegend	405204
Rosetta 2 - Novagen competent cells	Merck	71397
AnnexinV-FITC	BD Biosciences	556547
Kapa Sybr Fast Rox Low	Roche	KK4621
Halt phosphate/protease inhibitors	Thermo Fisher	78440
RIPA lysis buffer	Thermo Fisher	89900
LDS Sample Buffer	Thermo Fisher	B0007
Sample reducing agent	Thermo Fisher	B0009
L-Glutamine-13C5	Sigma-Aldrich	605166
Glutamine, L-[2,3,4-3H]	Hartmann Analytic	ART0149
Microscint-40	PerkinElmer	6013641
mTOR/RAPTOR/MLST8	Sigma-Aldrich	SRP0364
Recombinant Human 4EBP1	Abcam	ab89849
**Software**		
FlowJo	https://www.flowjo.com/	N/A
GraphPad Prism 8	https://www.graphpad.com/	N/A
ImageJ	https://imagej.net/	N/A
**Other**		
Mouse CD8 + T cell isolation kit	Miltenyi	130-104-075
EasySep human CD8 + T cell isolation kit	STEMCELL	17953
CELLection Biotin Binder Kit	Thermo Fisher	11533D
Mouse IFN-γ ELISA MAX	Biolegend	430802
Mouse IL-2 ELISA MAX	Biolegend	431002
Mouse TNF-α ELISA MAX	Biolegend	430902
Labtek-I	Nunc	055083
EZ-Link Sulfo-NHS-LC-Biotin kit	Thermo Fisher	21327
Primescript first strand cDNA synthesis kit	Takara	6110A
RNeasy kit	Qiagen	74104
DNase set	Qiagen	79254
Bolt 4-12% Bis-Tris Plus Gels	Thermo Fisher	NW04127BOX
NuPAGE 4-12% Bis-Tris Midi gels	Thermo Fisher	WG1403BOX
iBlot 2 Transfer Stacks PVDF	Thermo Fisher	IB24002 and IB24001
7900 HT Fast real-time PCR	Applied Biosystems	N/A
CytoFlex	Beckman Coulter	N/A
FACSCanto	BD Biosciences	N/A
Gallios	Beckman Coulter	N/A
iBlot 2 dry blotting system	Thermo Fisher	N/A
Fusion FX imager	Vilber Lourmat	N/A
LSM 800 confocal microscrope	Zeiss	N/A
pH meter Orion A Star A111	Thermo Fisher	N/A
Scintillation counter TopCount NXT	PerkinElmer	N/A
Spectramax M3	Molecular Devices	N/A

### Methods and protocols

#### Mice

Mice were housed at the University of Lausanne (UNIL, Epalinges, Switzerland) animal facility. All experiments were conducted in accordance and approval from the Service of Consumer and Veterinary Affairs (SCAV) of the Canton of Vaud. Female C57BL/6 were purchased from Harlan (Harlan, Netherlands). OT‐I (Charles River) and OT-3 mice (kindly provided by Prof. Dietmar Zehn) carry a TCR transgene specific for ovalbumin. Homozygous OT-I x CRISPR/Cas9 mice were obtained upon crossing OT-I with B6J Rosa26-Cas9 mice (The Jackson Laboratory).

#### Cell lines

The 293T and C1498 cell lines (ATCC) were grown in DMEM medium containing 4.5 g/L glucose, sodium pyruvate, and glutamax (Gibco), supplemented with 10% heat-inactivated fetal bovine serum (Sigma-Aldrich), 10 mM HEPES, 50 U/mL penicillin, and 50 μg/mL streptomycin (Gibco). The CTLL-2 cell line (ATCC) was grown in the same medium as primary CTLs and was used to titrate the human IL-2 “switch” variant.

#### Splenocyte isolation, CD8^+^ selection and CTL generation

Splenocytes were extracted from OT‐I, OT-3, or C57BL/6 mice. CD8^+^ T cells were purified by negative selection using the Miltenyi CD8^+^ T cell isolation kit (130-104-075), and were primed by culture on plates pre-coated with anti-CD3 antibodies (5 μg/mL; clone 145-2C11, Biolegend) in the presence of anti-CD28 antibodies (1 μg/mL; clone 37.51, Biolegend) and recombinant murine IL-2 (rmIL-2, 200 IU/mL; Peprotech) at 37 °C with 5% CO_2_. Every two or three days, cells were diluted, and expanded until nine to twelve days with fresh medium containing 200 IU/mL rmIL-2. During most CTL assays with IL-2, and when not provided, the dose used is 200 IU/mL.

PBMCs were extracted from buffy coats of healthy donors (Transfusion Interregionale CRS, Switzerland) using Ficoll-Paque Plus (Cytiva) density gradient centrifugation and CD8^+^ T cells were negatively selected using EasySep human CD8 T^+^ cell isolation kit (STEMCELL Technologies). CD8^+^ T cells were activated for three days using CD3/CD28 -stimulation reagent (T Cell TransAct, Miltenyi Biotec), and expanded for four days using 2000 IU/mL recombinant human IL-2 (Peprotech).

#### CTL culture to analyze pH impact

Most of the experiments were carried out in DMEM, containing 1 g/L glucose, sodium pyruvate and Glutamax (Gibco), supplemented with 10% heat-inactivated fetal bovine serum, non-essential amino acids (Gibco), penicillin-streptomycin (Gibco), and 50 μM β‐mercaptoethanol. When needed (e.g. for glutamine deprivation experiments), DMEM containing 1 g/L glucose and sodium pyruvate (Gibco), supplemented with 10% dialyzed and heat-inactivated fetal bovine serum (Gibco), penicillin-streptomycin, phenol red (Sigma-Aldrich) and 50 μM β‐mercaptoethanol was used. Where specified, medium was complemented with 2 mM glutamine (Bioconcept) or glutamax (Gibco). The medium was supplemented with HCl 1 M and pre-incubated before use for 2 h at 37 °C, 5% CO_2_ in order to reach the desired pH ( ± 0.1 pH unit). pH in the medium was measured with a pH meter (Orion Star, Thermo Fisher Scientific). In some experiments, the pH was restored to 7.4 with NaOH 1 M. mTORC1 inhibitor (rapamycin), CHX protein synthesis inhibitor (cycloheximide), GSK-3β inhibitor (CHIR99021), Akt inhibitor (Akt1/2) and proteasome inhibitor (MG-132) were from Sigma-Aldrich. When used, DMSO was added as a vehicle in the control condition.

#### Plasmid constructions

Mouse Rheb and mCherry-SEpHluorin (gift from Sergio Grinstein (Addgene plasmid # 32001; http://n2t.net/addgene:32001; RRID: Addgene_32001) (Koivusalo et al, 2010) were codon optimized (Thermo Fisher Scientific) and cloned into a MSGV retroviral vector (gift from David Ott [Addgene plasmid # 64269; http://n2t.net/addgene:64269; RRID: Addgene_64269]) (Coren et al, 2015), straight after a Thy1.1 (CD90.1) reporter gene, a furin cleavage and a T2A ribosomal skipping sites. Using this plasmid, gene transcription upon virus integration is dependent on the LTR promoter constitutive activity. “miR Scramble” and “miR P5CS” are miR-30-based shRNA (Transomic Technologies) that were cloned in a modified version of the pQCXIP (Takara) plasmid under the control of the human U6 promoter along with the U6 snRNA leader sequence (Chang et al, 2006) (this plasmid is a self-inactivating retroviral vector modified to contain a Thy1.1 reporter gene under the control of the human phosphoglycerate kinase promoter, a woodchuck posttranscriptional regulatory element, and a bovine growth hormone polyA signal following the 3’ LTR). P5CS shRNA sequence was obtained with http://splashrna.mskcc.org/ online website prediction (Pelossof et al, 2017). sgRNA obtained from http://chopchop.cbu.uib.no/ (Labun et al, 2016) were cloned in a modified self-inactivated MSGV retroviral vector. Briefly, the vector was as follows: 5’LTR U3 promoter was replaced with a RSV promoter, the splicing donor site and gag sequence were removed, a U6 promoter, the sgRNA sequence including an optimized CRISPR tracrRNA sequence (Chen et al, 2013), poly-T terminator, a human PGK promoter, two copies of Thy1.1 split by furin and T2A sequences, and a WPRE sequence were added, the 3’LTR was modified in order to keep a minimal U3 sequence that is devoid of promoter activity and a bovine growth hormone polyA sequence was added after the U5. d2eGFP or wild-type (and non-codon optimized) mouse c-Myc transgene, including a stop codon, was inserted downstream of the PGK promoter, followed by an IRES of the EMCV and an in-frame Thy1.1 cassette. Constructs were validated by Sanger sequencing. The ecotropic packaging plasmid pCL-Eco was a gift from Inder Verma (Addgene plasmid # 12371; http://n2t.net/addgene:12371; RRID: Addgene_12371) (Naviaux et al, 1996).

#### Retrovirus production and transduction

293T were transfected using the calcium phosphate technique (Jordan et al, 1996) with a 1:1 retroviral vector to packaging plasmid ratio. Two days post-transfection, supernatants were 0.45μm-filtered and concentrated with the retro-concentin virus precipitation solution (SBI). Retroviral content was titrated with the C1498 cell line in the presence of protamine sulfate (Sigma-Aldrich), based on CD90.1/Thy1.1 positivity by flow cytometry. Two days post-activation using the aforementioned protocol, CD8^+^ T cells from OT-I or OT-I x CRISPR/Cas9 backgrounds were transduced (MOI of 2) with 10 μg/cm^2^ of Retronectin (Takara) following manufacturer’s instructions. Resulting cells were expanded, as previously mentioned, with 200 IU/mL rmIL-2. Three days post-infection, transduced cells were selected by magnetic separation (CELLection Biotin Binder Kit, ThermoFisher Scientific) via CD90.1/Thy1.1 surface labeling. Five to seven days post-transduction, purity (>90%) was confirmed by flow cytometry.

#### Assessment of CTL proliferation and expansion

CTLs were labeled with the CellTrace Violet (CTV) Cell Proliferation Kit (5 μM; Thermo Fisher), re-activated with plates pre-coated with anti-CD3 antibodies (1 μg/mL), and/or stimulated with various doses of IL-2, and cell division number was tracked by flow cytometry in the viable fraction. Importantly, since CTLs do not represent a uniform cell size population, CTV incorporation does not give well resolved peaks. Consequently, we adapted a methodology to estimate cell division number by creating gates that approximatively identify each cell division number. Briefly, considering that CTLs below a certain value of fluorescence (that is obtained with unstimulated CTLs) are proliferating, we create a gate that represents one division by dividing this value by two (since a division should dilute CTV fluorescence by two); we then iteratively halve fluorescence values to create the other gates allowing to identify the other division numbers. Finally, estimated mean cell division number is obtained by summing up each percentage of cells belonging to a particular gate multiplied by the corresponding cell division number. Cell expansion was obtained either by counting cell number by trypan blue exclusion using a Neubauer chamber, or by flow cytometry using Precision count beads (Biolegend).

#### Cytotoxicity assay

As target cells, C1498 cells were labeled with 2.5 μM CTV for subsequent discrimination, and pulsed for one hour with different concentrations of SIINFEKL peptide (Protein and Peptide Chemistry Facility of the University of Lausanne). Resulting cells were co-cultured with CTLs for four hours at various CTL-to-tumor ratios. C1498 cell death was quantified by flow cytometry with the live/dead fixable near-IR dead cell stain kit (Thermo Fisher). CTL-mediated lysis (%) was calculated as follows: (%CTL‐induced cell death − %spontaneous cell death)/(100 −  %spontaneous cell death). Antigen-specific lysis (%) was calculated as: (%CTL‐induced cell death of Ag-pulsed C1498 − %CTL‐induced cell death of unpulsed C1498)/(100 −  %CTL‐induced cell death of unpulsed C1498).

#### Cytokine secretion analyses

Cytokine content (IFN‐γ, IL‐2 and TNF) from supernatant of re-activated CTLs was determined using the mouse ELISA MAX Sets from Biolegend according to the manufacturer’s instructions.

#### Intracellular pH determination by confocal microscopy

SEpHluorin-transduced CTLs were pre-stained with Hoechst 34580 (Thermo Fisher Scientific) to stain nuclei. For standard curves, CTLs were seeded on poly-l-Lysine-coated Labtek I culture chamber slides (Nunc, 055083) in high K^+^ buffer (145 mM KCl, 1 mM MgCl_2_, 0.5 mM EGTA, 10 mM MES, 10 mM HEPES) containing nigericin and valinomycin (10 μM each, Thermo Fisher Scientific), and adjusted to pH 7.8, pH 7.3, pH 6.8 and pH 6.3 with NaOH. This protocol allows to equilibrate intracellular pH to extracellular pH. In parallel, CTLs were seeded on poly-l-Lysine-coated Labtek I culture chamber slides at pH 7.4 or pH 6.6 in bicarbonate and phenol-free media containing 15 mM HEPES and 15 mM MES in the presence of rmIL-2 (200 IU/mL). CTLs were imaged by confocal microscopy each 40 min.

Confocal fluorescence images were acquired with a Zeiss LSM 800 confocal microscope using a ×40 objective without immersion. Experiments were carried out at 37 °C in a humidified atmosphere without CO_2_ using an incubation chamber. At least four positions per well were acquired. Resulting images were processed with *in-house* ImageJ/Fiji macros in order to obtain nucleus-free or cytoplasm-free pictures and fluorescence values. At least 100 cells were analyzed per condition.

#### Cell cycle analysis

Briefly, CTLs were fixed and permeabilized with 70% ethanol, depleted from endogenous RNA using RNAse A (Sigma-Aldrich), and DNA was stained using propidium iodide (ThermoFisher Scientific). Resulting cells were analyzed by flow cytometry.

#### IL-2R complexes quantification and binding capacities of IL-2 to IL-2R

rmIL-2 was biotinylated using the EZ-Link Sulfo-NHS-LC-Biotin kit (ThermoFisher Scientific) at a 100 biotin to 1 IL-2 molar ratio, as previously described by De Jong et al (De Jong et al, 1995), following manufacturer’s instructions, and was serially filtered with an AMICON centrifugal unit (Merck) to remove unbound biotin. Following culture of CTLs under various pH, IL-2R complexes were determined by staining the cells with the biotinylated-rmIL-2 (equivalent to 200 IU/mL) at 4 °C for 30 min. Cells were stained with PE-conjugated streptavidin (Biolegend), the signal was further amplified with another round of staining with biotinylated anti-streptavidin (Vector Laboratories) and PE-conjugated streptavidin, and analyzed by flow cytometry. The impact of pH on binding capacities of IL-2 to IL-2R was determined by incubating biotinylated-rmIL-2 (200 IU/mL) with CTLs under various pH in PBS at 4 °C for 30 min. IL-2 binding was determined following the same aforementioned protocol.

#### Production and purification of human IL-2 “switch”

Rosetta pRAREII (Novagen) were transformed with the pET-22b plasmid encoding the IL-2 “switch” sequence (Gaggero et al, 2022) and protein was extracted from inclusion bodies. Non-aggregated protein was enriched by preparative size-exclusion column chromatography (Superdex75) followed by Amicon filtration (3KDa Cutoff).

#### Staining for flow cytometry

For all the experiments, but intracellular pH detection, the buffer used was composed of PBS, 1% BSA, 0.1% NaN_3_, and the staining procedure included the use of a live/dead fixable cell stain kit (Molecular Probes) to analyze viable cells. Cells were stained with antibodies targeting the protein of interest or appropriate isotype-matched controls. For apoptosis determination, cells were stained with AnnexinV‐FITC (BD Biosciences) and the live/dead fixable near-IR dead cell stain kit. Apoptosis was analyzed amongst viable (live/dead marker^‐^) cells, and AnnexinV^+^ cells were considered as apoptotic. Samples were run using a Gallios, a CytoFlex (Beckman Coulter) or a BD FACSCanto flow cytometer. Analyses were carried out on singlets using FlowJo software, and marker expression was calculated from the Median Fluorescence Intensity (MFI) by calculating the ratio MFI (rMFI) as: MFI marker/MFI isotype (or, MFI unstained in case isotype was not available, e.g., for biotinylated-IL-2 staining, MFI biot-IL-2/MFI w/o biot-IL-2). Then, the background was removed (rMFI-1), and the result was normalized to the “control” condition (i.e., the “pH 7.4” condition, which is considered to be equivalent to 100%), such as: normalized rMFI (%) = (rMFI[test] − 1) × 100/(rMFI[control] − 1).

#### mRNA expression analyses by real-time quantitative PCR

DNA-free RNA was extracted from dry pellets using the Qiagen RNeasy kit and DNAse Set according to the manufacturer’s instructions. Equal amounts of RNAs were used to synthesize cDNA with the oligodT primer from the Primescript first strand cDNA synthesis kit (Takara Bio). *Myc* expression was analyzed by normalization with *Actb* through real‐time quantitative PCR (SDS 7900 HT instrument; Applied Biosystems) using the Kapa Sybr Fast mix (Roche). The following parameters were used: 95 °C for 3 min, and 40 cycles of 95 °C 3 s, 60 °C 30 s and 72 °C 1 s. Each reaction was performed in duplicate. The 2^∆Ct^ method was used to normalize and linearize the results, but was adjusted to the observed primer efficacy (i.e., *Myc*: 1.80; *Actb*: 1.98).

#### RNA sequencing

RNA quality was assessed on a Fragment Analyzer (Agilent Technologies) and all RNAs had a RQN between 7.5 and 10. RNA-seq libraries were prepared using 350 ng of total RNA and the Illumina TruSeq Stranded mRNA reagents (Illumina) on a Sciclone liquid handling robot (PerkinElmer) using a PerkinElmer-developed automated script. Cluster generation was performed with the resulting libraries using the Illumina HiSeq 2500 SR Cluster Kit v4 reagents and sequenced on the Illumina HiSeq 2500 using TruSeq SBS Kit v4 reagents. Sequencing data were demultiplexed using the bcl2fastq Conversion Software (v. 2.20, Illumina).

#### Immunoblotting

Unless specified, prior to the assay cells were starved for one hour and a half by culture at 37 °C in cytokine- and serum-free medium. For the assays, the resulting cells were cultured (1–2 million cells per mL) with rmIL-2 at various doses for different times. Cells were lysed in RIPA buffer supplemented with Halt phosphate/protease inhibitors (ThermoFisher Scientific) and were boiled at 97 °C for 10 min with Bolt LDS sample buffer and reducing agent (ThermoFisher Scientific). Protein samples were separated by SDS-PAGE and transferred to PVDF membranes using the iBlot2 system (Thermo Fisher Scientific). Antibody staining of the different molecules of interest was carried out according to the manufacturer’s instructions. Images were acquired with a western blot imager (Fusion, Vilber Lourmat) and protein levels were quantified using the ImageJ software by analyzing pixel intensity. Membranes were stripped (Tris 62.5 mM pH 6.7, SDS 2%, 0.1 M β-mercaptoethanol, 30 min at 50 °C) in order to stain the same membrane for different proteins. Quantification was carried out using the ImageJ/Fiji software. For most of the molecules, phosphorylation status was calculated by dividing the signal of the phosphorylated protein by the signal of the matched total protein (except phosphorylation of eIF2α, GSK-3β, and p38, for which the signal was divided by the β-actin signal), which were acquired from the same membrane. Total levels of the other molecules assessed were calculated by dividing their signal to the β-actin signal. Results were normalized to the control condition (i.e., the “pH 7.4 + IL-2” condition yields 100%).

#### Glutamine isotopic trace analysis

CTLs were pre-cultured 2 h in the absence of serum, IL-2 and glutamine a 37 °C. Upon culture for 4 h at 37 °C in CTL medium containing dialyzed serum, IL-2 and a glutamine isotope (2 mM—Sigma-Aldrich, 605166) for which all carbon are ^13^C-labeled, cell pellets were stored at −80 °C. CTL lysates (2 million cells) were extracted and homogenized by the addition of 500 µL of MeOH 80% and ceramic beads, in the air-cooled Cryolys Precellys Homogenizer (2 ×20 s at 10,000 rpm, Bertin Technologies, Rockville, MD, USA). Homogenized extracts were centrifuged for 15 min at 21,000× *g* and 4 °C, and the resulting supernatant was collected and evaporated to dryness in a vacuum concentrator (LabConco, Missouri, USA). Dried sample extracts were re-suspended in MeOH:H_2_O (4:1, v/v) prior to LC-HRMS analysis according to the total protein content (to normalize for sample amount).

Cell extracts were analyzed by Hydrophilic Interaction Liquid Chromatography coupled to high resolution mass spectrometry (HILIC - HRMS) in negative ionization mode using a 6550 Quadrupole Time-of-Flight (Q-TOF) system interfaced with 1290 UHPLC system (Agilent Technologies) as previously described (Gallart-Ayala et al, 2018).

Raw LC-MS files were processed in Profinder B.08.00 software (Agilent Technologies) using the targeted data mining in isotopologue extraction mode. The metabolite identification was based on accurate mass and retention time matching against an *in-house* database. The Extracted Ion Chromatogram areas (EICs) of each isotopologue (M + 0, M + 1, M + 2, M + 3,…) were corrected for natural isotope abundance (Midani et al, 2017) and the label incorporation or ^13^C enrichment was calculated based on relative isotopologue abundance (in %), in each one of two analyzed conditions (Roci et al, 2016).

In addition, pooled QC samples (representative of the entire sample set) were analyzed periodically (every 4 samples) throughout the overall analytical run in order to assess the quality of the data, correct the signal intensity drift and remove the peaks with poor reproducibility. In addition, a series of diluted quality controls (dQC) were prepared by dilution with methanol: 100% QC, 50%QC, 25%QC, 12.5%QC and 6.25%QC and analyzed at the beginning and at the end of the sample batch. This QC dilution series served as a linearity filter to remove the features that do not respond linearly or correlation with dilution factor is <0.65.

#### Amino acid quantification

CTL lysates (1–2 million cells) were extracted and homogenized by the addition of 750 µL of MeOH 80% and ceramic beads, in the air-cooled Cryolys Precellys Homogenizer (2 ×20 s at 10,000 rpm, Bertin Technologies, Rockville, MD, USA). Homogenized extracts were centrifuged for 15 min at 21,000 × *g* and 4 °C. The 50 µL of extract were mixed with 250 µL of Methanol containing isotopic labeled internal standards. Sample extracts were vortexed and centrifuged (15 min, 2700 × *g* at 4 °C) and the resulting supernatant was collected and injected into the HILIC-HRMS (Q Exactive Focus instrument interfaced with the a HESI source) (Thermo Fisher Scientific) for amino acid quantification (Teav et al, 2019).

#### Total protein quantification

After metabolite extraction with organic solvents (MeOH) the obtained protein pellets were evaporated and lysed in 20 mM Tris-HCl (pH 7.5), 4 M guanidine hydrochloride, 150 mM NaCl, 1 mM Na_2_EDTA, 1 mM EGTA, 1% Triton, 2.5 mM sodium pyrophosphate, 1 mM β-glycerophosphate, 1 mM Na_3_VO4, 1 µg/ml leupeptin using the Cryolys Precellys 24 sample Homogenizer (2 ×20 s at 10,000 rpm, Bertin Technologies, Rockville, MD, USA) with ceramic beads. BCA Protein Assay Kit (Thermo Scientific, Massachusetts, USA) was used to measure (A562nm) total protein concentration (Hidex, Turku, Finland).

#### Amino acid uptake assay

CTLs were incubated at 5 million per mL in HBSS buffer (Invitrogen) at various pH for 20 min at room temperature in the presence of 10 μCi/mL of tritiated glutamine (equivalent to 165 nM; Hartmann Analytic). Alternatively, CTLs were pre-incubated (37 °C, 20 min) under various pH in CTL medium containing IL-2 with dialyzed serum without glutamine and were further incubated for 20 min in the presence of 10 μCi/mL of tritiated glutamine. Cells were washed, lysed with 0.3% final SDS, and radioactivity incorporation was determined with a scintillation counter (PerkinElmer) after MicroScint 40 (PerkinElmer) addition.

#### In vitro mTORC1 kinase activity

Kinase activity of recombinant mTORC1 complexes (human mTOR/RAPTOR/MLST8, Sigma-Aldrich) was assessed by determining phosphorylation status of recombinant human 4E-BP1 (Abcam). Kinase assay was carried out with 20 mM HEPES, 20 mM MES, 10 mM MgCl_2_ and 50 mM KCl. In all, 10× reaction buffer were prepared by adding NaOH to reach pH 7.4 and pH 6.6. mTORC1, 4E-BP1 and reaction buffer were mixed and preincubated at room temperature for 20 min. Upon addition of 200 μM ATP, samples were incubated at 30 °C for 10 min. Thereafter, samples were boiled at 97 °C for 10 min with Bolt LDS sample buffer and reducing agent, and were separated by SDS-PAGE and transferred to PVDF membranes. Staining was carried out according to the beforehand described section for western blot.

#### Statistical analyses

Statistical significance was evaluated using the two‐tailed paired Student’s *t* test for comparison of two groups, or a one- or two‐way ANOVA with a Tukey post-hoc test for comparison of multiple groups using the GraphPad Software (Prism). For correlation curves, linear and non-linear correlation curves were modelled with GraphPad according to plot patterns.

## Supplementary information

Appendix

Peer Review File

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Source data Fig. 7

Source data Fig. 8

Expanded View Figures

## Data Availability

The datasets produced in this study are available in the following databases: RNA-seq data: Gene Expression Omnibus GSE269681. Metabolomics data for 13C-glutamine incorporation: 10.5281/zenodo.11568730 (10.5281/zenodo.11568730). Flow cytometry data of Figs. 1E–G and  2C: 10.5281/zenodo.12124559 (10.5281/zenodo.12124559). The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44318-024-00235-w.

How the deposited data were processed for this re-analysis (not part of the article)

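RNA was sequenced from OT-I CTLs, in 35 libraries of 7 groups with 5 biological replicates each. The groups were cells at 0 h, and cells after 24 h at pH 7.4, pH 7 or pH 6.6 without IL-2 or with 200 IU/mL IL-2. The authors prepared stranded libraries of polyadenylated RNA, sequenced single reads on an Illumina HiSeq instrument and demultiplexed them. They deposited one table of counts per library, with the number of reads on each of 48709 mouse genes and no normalization. The paper's text does not name the aligner, the counting program, the genome build, the annotation or the read length.

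The total count on genes was between 16721319 and 34033340 per library, with a median of 24730020. Closing rows of each table that name no gene were left out of the library sizes and tests. Reads aligned to more than one place made up a median of 37.1% of the reads in the tables, from 32.8% to 48.3%. Reads outside annotated genes made up a median of 7.42%, and reads that overlapped several genes 0.922%. Because reads aligned to several places were not counted, genes with near-identical copies can have counts that are too low. The share of each gene's 50-base windows found in no other gene's transcripts was computed from the GENCODE M21 transcripts, with 50 bases chosen because the read length is not stated. Symbols were matched for 48349 of the gene identifiers, and coordinates are those of GENCODE M21 (GRCm38).

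In R 4.3.3, edgeR 4.0.16 kept 13819 genes with filterByExpr (minimum count 10) over the 7 groups and normalized the counts by the TMM method. One robust quasi-likelihood model was fitted to all 35 libraries, with a term for each group and the replicate number as a block. Its common biological coefficient of variation was 0.120 and its median prior degrees of freedom were 8.29. Contrasts compared pH 6.6 and pH 7 with pH 7.4, each with and without IL-2, and compared cells with and without IL-2 at pH 7.4 and at pH 6.6. An interaction contrast tested the difference between the effects of pH 6.6 with and without IL-2. A Benjamini-Hochberg adjusted p-value of 0.05 was the threshold.

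The statistics section of the paper names paired t tests for the study in general, and its figure legends name repeated-measures tests. The paper's text does not say that a replicate number marks 1 culture. Pairing was therefore checked. Between pH 6.6 and pH 7.4 with IL-2, the deviations of same-numbered libraries from their group means correlated with r from 0.198 to 0.416 in 5 of 5 pairs, against a median of -0.074 for the 20 pairs with different numbers. Over all groups, 95 of the 105 same-numbered pairs had a correlation over 0.1. Within groups, 70 pairs of libraries were compared for duplicates, and the lowest chi-square per degree of freedom was 6.65, so none differed by less than the sampling noise.

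Gene lists were tested with camera in limma 3.58.1 at a preset correlation of 0.01, adjusted over 14 lists. The 2 derived lists, which leave out shared members or cell cycle genes, were adjusted together with these. The lists of c-Myc targets (list 1 and list 2) and mTORC1-related genes were written down from general knowledge of the hallmark collection. The lists of S and G2/M phase genes, cholesterol synthesis, ATF4 targets, glycolysis, IL-2/STAT5 targets, memory and stem-like T cells, cAMP/CREB targets, proteasome subunits, glutamine and proline metabolism, and lysosome genes were also written from general knowledge. The published collections were not used here, so membership can differ from them. Of all list members, 1 matched no symbol. A list's value is the median log2 fold change of its tested members.

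The sample groups, tests, gene lists and most alternatives were fixed before the data were examined, as was the rule for naming genes. The rule takes every gene the paper names, the 5 largest rises and 5 largest falls between pH 6.6 and pH 7.4 with IL-2 among genes past the threshold with a mean log2 CPM of at least 3 and the same sign in 5 of 5 pairs, and the 3 largest falls in each of the c-Myc and mTORC1 lists under the same conditions.

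The alternatives were RLE normalization, DESeq2 1.42.0, a looser filter (at least 1 count in any library) and a stricter filter (at least 10 counts in every library), a fit of only the groups compared, a fit without the block, leaving out each replicate in turn, an absolute log2 fold change of at least 1, camera with an estimated correlation, fry, preranked gene set enrichment with fgsea 1.28.0, and Actb as the only reference for Myc. Some results for genes often used as references are not reported here. The model was tested on simulated data with 13497 genes tested, among them 200 changed by an absolute log2 fold change of 0.5 or more. Another 100 simulated genes, as a list, were lowered by 0.2 on the log2 scale. Of its 190 calls, 177 were among the 200 genes, with 134 of the 137 changed by at least 1, and 8 were among unchanged genes. The remaining calls were in the lowered list. It made 0 calls in a contrast with no change. The simulation changed few genes, and its replicate effects were the same in each group, as the block assumes. Between pH 6.6 and pH 7.4 with IL-2, 76.26% of the genes tested were called. The simulation therefore does not test the normalization, or the counts of higher and lower genes, in that setting.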

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

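The tests of single lists in this part were chosen only after their results were seen, whereas the counts of genes under other splits of the samples were chosen earlier. For each comparison, 100 of the possible splits were drawn, and each was fitted with only the groups compared. In a fit with the replicate block, a pair whose libraries fall on one side of a split adds nothing to the comparison, so the drawn splits of 2 groups partly repeat each other. Only 10 to 14 of the 100 part 5 of 5 pairs, as the real split does. The like comparison is with the 16 splits that do so. Each wrong split among them swaps only a minority of the pairs, so it keeps part of any real effect. A drawn split that parts fewer pairs can likewise be the real comparison in those pairs alone. A small p or many calls in such splits are therefore no measure of chance. The real split ranked first of these 16 for each gene count. It also did so for each list whose splits are given here, except where a smaller p in another split is stated. However, 16 splits cannot give a share under 0.05, so neither rank alone excludes that the grouping arose by chance. What sets the gene counts apart is their size against those of the others.

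The effect of pH 6.6 differed with and without IL-2. The interaction term passed the threshold for 9261 genes (edgeR's quasi-likelihood test), of which 4735 were positive and 4526 negative. The median interaction was -1.41 for c-Myc list 1 (camera, adjusted p = 1.85e-43), -1.73 for c-Myc list 2 (adjusted p = 6.99e-22), -1.35 for the mTORC1 list (adjusted p = 2.54e-24), -2.87 for the S list (adjusted p = 4.5e-38), -3.48 for the G2/M list (adjusted p = 2.88e-37) and -1.20 for the IL-2/STAT5 list (adjusted p = 0.000568). Each of these was below 0 in 5 of 5 replicate pairs, and each held with an estimated correlation and with fry. Without IL-2, c-Myc list 1 was higher at pH 6.6 (median 0.32, adjusted p = 1.42e-08, 5 of 5 pairs), as was the mTORC1 list (median 0.21, adjusted p = 0.000534, 5 of 5 pairs), while c-Myc list 2 did not pass the threshold (median -0.08, adjusted p = 0.574). With an estimated correlation, neither rise passed. In fits of only the groups compared, wrong splits that part 5 of 5 pairs gave c-Myc list 1 a camera p as small as 9.827e-10. The real split gave 6.572e-08, so it did not rank first for this rise. Because such splits keep part of any real effect, this does not decide whether the rise arose by chance. For the mTORC1 list the real split ranked first of the 16, but barely (8.652e-05, against 8.806e-05 in the next).

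Of 100 splits of the 10 pH pairs, the real one was the 1 with as many genes in the interaction, and the 1 with as small a camera p for c-Myc list 1 (5.698e-42, against 1.267e-27 in the next split). The median interaction of c-Myc list 1 was -1.40 when every library was thinned to the smallest total, -1.47 over members with at least 95% unique 50-base windows, and -1.48 after the trends with GC content and gene length were removed, where random lists gave -0.29 to -0.01. These values argue against library size, shared reads, GC content and gene length as the whole cause for that list, and these tests were not run for the other lists. A hypothesis that stays open is that low pH acts mainly on the part of these programs that IL-2 induces or maintains. With IL-2, c-Myc list 1 was higher than without by a median of 1.52 at pH 7.4 and 0.10 at pH 6.6. For c-Myc list 2 the values were 2.49 and 0.51, and for the mTORC1 list 1.42 and 0.14. The paper's cells were expanded in IL-2 beforehand. Mean log2 CPM over c-Myc list 1 was 7.13 at 0 h, 7.71 at pH 7.4 with IL-2 and 6.05 without. For c-Myc list 2 it was 6.09, 6.68 and 4.34, and for the mTORC1 list 6.53, 6.76 and 5.20. At pH 7.4 the differences therefore came more from a fall without IL-2 than from a rise with it. The lists were already low without IL-2, so a limit to how far they can fall could give part of the same pattern.

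At pH 7 with IL-2, samples for which the paper's text gives no sequencing result, 2623 genes differed from pH 7.4 with IL-2 (1264 higher and 1359 lower). The median log2 fold change was -0.28 for c-Myc list 1 (camera, adjusted p = 7.95e-28), -0.37 for c-Myc list 2 (adjusted p = 1.77e-15) and -0.26 for the mTORC1 list (adjusted p = 3.83e-18), each in 5 of 5 pairs, and each held with fry and with an estimated correlation. The count was 1374 without replicate 2 and 1283 without replicate 3. The real split, with 4388 genes in this form of fit, was the 1 of 100 with as many genes. Up to 1490 genes were called in another drawn split that parted fewer pairs, and 1 gene at most among the 16 splits that part 5 of 5 pairs, the real one aside. The real split also had the smallest camera p for c-Myc list 1, 7.216e-27, but barely, since another drawn split reached 1.151e-26 and a wrong split that parts 5 of 5 pairs 4.283e-24, and the median of the other drawn splits was 1.17e-11. For the mTORC1 list, a wrong split that parts 5 of 5 pairs gave a smaller camera p (6.274e-23) than the real one (9.59e-20). For the G2/M list such a split gave 1.361e-26, against 1.506e-06 for the real one. For c-Myc list 2 the real split ranked first of the 16. The size of a camera p at the preset correlation is therefore little guide to the grouping at pH 7. For c-Myc list 1 the median was -0.277 after thinning, -0.280 over members with unique windows and -0.283 after the GC and length trends were removed (random lists, -0.085 to -0.023), which argues against these as the whole cause. Fewer cycling cells would lower S phase genes at least as much. The S list had a median of -0.12 (camera, adjusted p = 0.0193), but did not pass with fry, with an estimated correlation, without replicate 1 (-0.12) or without replicate 3 (-0.10), and its adjusted p ranged from 0.000191 to 0.512 over the alternatives. C-Myc list 1 without cell cycle genes fell further than the S list by a mean of -0.175 over 5 pairs (SD 0.069, from -0.286 to -0.111). An exact two-sided sign-flip test gave p = 0.0625, the smallest that 5 pairs allow. This argues against a general loss of cycling cells as the whole cause. The G2/M list fell by a median of 0.16 (camera, adjusted p = 0.000954, lower in 4 of 5 pairs), but did not pass with fry or with an estimated correlation. C-Myc list 1 without cell cycle genes differed from it by a mean of -0.09 (SD 0.165, from -0.298 to 0.12, further down in 3 of 5 pairs, exact two-sided sign-flip test, p = 0.375). Fewer cells in G2 or M phase therefore cannot be told apart, because this difference lies within the spread between pairs. A graded response of c-Myc targets to pH remains a hypothesis.

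Without IL-2, 9258 genes differed between pH 6.6 and pH 7.4 (4367 higher and 4891 lower), and 232 between pH 7 and pH 7.4 (188 higher and 44 lower). The latter count was 35, 90, 141 and 154 without replicates 2, 3, 4 and 5. In fits of only the groups compared, the real split gave 8828 and 942 genes and was the 1 of 100 with as many in each comparison, although up to 555 genes were called in another split for pH 7, which parted fewer pairs, and up to 81 among the splits that part 5 of 5 pairs. The G2/M list was higher at pH 6.6 (median 1.83, camera, adjusted p = 1.89e-26, 5 of 5 pairs) and at pH 7 (median 0.71, adjusted p = 4.76e-58, 5 of 5 pairs). The estimated correlation left the second past the threshold and not the first. At pH 6.6 the median was 1.90 after thinning, 1.93 over members with unique windows and 2.00 after the GC and length trends were removed (random lists, 0.03 to 0.35), and 1 of 100 splits gave as small a p (2.499e-48, against 7.895e-23 in the next split). Library size, shared reads, GC content and gene length are therefore argued against as the whole cause at pH 6.6, and were not tested at pH 7. Mean log2 CPM of the G2/M list was 5.74 at 0 h and, without IL-2, 4.26 at pH 7.4 and 5.95 at pH 6.6. For the S list it was 5.50, 3.73 and 4.69. The higher G2/M list at pH 6.6 thus came mostly from a fall at pH 7.4 after 0 h. Whether cells without IL-2 leave the cycle later at low pH, or survive differently, was not tested.

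IL-2 changed 11111 genes at pH 7.4 (5433 higher and 5678 lower) and 3278 at pH 6.6 (1819 higher and 1459 lower), with 2119 at pH 6.6 without replicate 4. In fits of only the groups compared, the real split gave 10539 and 5369 genes and was the 1 of 100 with as many in each case. In such fits at pH 6.6 up to 3537 genes were called in another split that parted fewer pairs, and 0 among the splits that part 5 of 5 pairs. No technical explanation other than the grouping was tested for these counts, beyond the thinned libraries, in which 10559 and 2975 genes were called.

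The cAMP/CREB list was higher at pH 6.6 without IL-2, with a median of 1.496 (camera, adjusted p = 4.25e-06, 5 of 5 pairs), and 1 of 100 splits gave as small a p (6.511e-09, against 4.739e-05 in the next split). With an estimated correlation it did not pass (adjusted p = 0.144). With IL-2 the median was 1.494. The median interaction was -0.021 (camera, adjusted p = 0.381), and of the members 4 had a positive and 5 a negative interaction past the threshold, and fry gave an adjusted p of 0.0425. Of the 13 members, 9 were higher past the threshold both with and without IL-2, where the central 95% of 10000 random lists matched on expression had 0 to 5. Most of the list was therefore higher at low pH in cells without added IL-2, while the size of the rise differed by gene. Its mean log2 CPM was 4.34 at 0 h and, without IL-2, 4.32 at pH 7.4 and 5.63 at pH 6.6. The paper's cells were expanded in IL-2 beforehand, so an IL-2 response lost at different rates at each pH is not excluded. Library size, GC content and shared reads were not tested for this list.

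In 9 of 134 groups of 5 values, the highest or lowest value stood apart from the others by more than Dixon's critical value of 0.71, where chance gives about 6.7. The gap, as a share of the range, was 0.8 for the total count of replicate 1 at pH 6.6 with IL-2, the lowest total of all libraries, 0.725 for replicate 2 at pH 6.6 without IL-2 and 0.76 for replicate 2 at pH 7 without IL-2, the highest. For genes it was 0.809 for Bend4 in replicate 2 at pH 7.4 with IL-2 (20.7 against a mean of 16.1 CPM), 0.735 for Klhl24 in replicate 1 at pH 7.4 with IL-2 (25.5 against 13.5), 0.794 for Coq8a in replicate 1 at pH 6.6 with IL-2 (27.2 against 70.2) and 0.77 for Nprl2 in replicate 3 at pH 6.6 with IL-2 (17.8 against 22.7). Nprl2 was lower at pH 6.6 with IL-2 (adjusted p = 0.0325, edgeR's quasi-likelihood test), but in none of the 5 fits that left out a replicate did it pass the threshold. The gap was 0.752 for the mTORC1 list score of replicate 1 at pH 6.6 without IL-2 (5.41 against 5.50) and 0.767 for the c-Myc list 1 score of replicate 5 at pH 7.4 with IL-2 (7.76 against 7.70). Replicate 1 accounts for 4 of these and replicate 2 for 3. No explanation was tested for the single values.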

How the results depend on the processing

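The alternatives for list tests in contrasts other than pH 6.6 against pH 7.4 with IL-2, and for genes other than Myc, were chosen after seeing the data.

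Between pH 6.6 and pH 7.4 with IL-2, c-Myc list 1, c-Myc list 2 and the mTORC1 list stayed lower and past the threshold under each alternative run. The removal of GC and length trends is not among these alternatives. The medians ranged from -1.11 to -1.01, from -1.90 to -1.74 and from -1.14 to -1.003, and the largest adjusted p-values, all from camera with an estimated correlation, were 0.0132, 0.0132 and 0.00664. The mTORC1 list without c-Myc targets ranged from -1.08 to -0.92, and c-Myc list 1 without cell cycle genes from -1.06 to -0.97. The count of 10539 genes ranged from 8730 to 10822, except with the fold change minimum.

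As an alternative, an absolute log2 fold change of at least 1 was required as well. With IL-2, 4753 genes then passed at pH 6.6 (2134 higher and 2619 lower) and 203 at pH 7 (145 and 58). Without IL-2, the counts were 2829 at pH 6.6 (963 and 1866) and 62 at pH 7 (50 and 12). For the effect of IL-2 they were 5657 at pH 7.4 (2775 and 2882) and 516 at pH 6.6 (474 and 42). For the interaction the count was 4688 (2543 positive and 2145 negative). In fits of only the groups compared, 4388 genes were called at pH 7 with IL-2, 942 at pH 7 without IL-2 and 5369 for IL-2 at pH 6.6. The cause was not tested.

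The same-numbered libraries were paired by the block. With no replicate block, 1660 genes were called at pH 7 with IL-2 and 56 at pH 7 without IL-2. The other counts were 10083, 8601, 10753, 2415 and 8703 at pH 6.6 with IL-2, at pH 6.6 without IL-2, for IL-2 at pH 7.4, for IL-2 at pH 6.6 and for the interaction. For pH 6.6 with IL-2 the IL-2/STAT5 list no longer passed the threshold without the block (median -0.73), and without IL-2 the ATF4 list at pH 6.6 and the memory list at pH 6.6 and pH 7 did not either. The block changed no other call of a list or of a gene named by the rule.

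Leaving out each replicate in turn gave 9944 to 10313 genes at pH 6.6 with IL-2. At pH 7 with IL-2 it gave 1283 to 2425, with 1374 without replicate 2 and 1283 without replicate 3. At pH 7 without IL-2 it gave 35 to 332, with 35, 90, 141 and 154 without replicates 2, 3, 4 and 5. For IL-2 at pH 6.6 it gave 2119 to 2630, with 2119 without replicate 4. At pH 7 without IL-2, c-Myc list 1 ranged from -0.046 to -0.013 and passed the threshold only without replicate 3 (adjusted p = 0.0492, with a range from 0.0492 to 0.932 over its alternatives), and c-Myc list 2 at -0.035 had the opposite sign of enrichment in fgsea (adjusted p = 0.684, from 0.328 to 0.945).

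Of the 11 other lists, 3 passed with an estimated correlation between pH 6.6 and pH 7.4 with IL-2. Under that setting, c-Myc list 1 (0.324) and the mTORC1 list (0.212) at pH 6.6 without IL-2 no longer passed, each with adjusted p = 0.221. For IL-2 at pH 6.6 the same held for c-Myc list 1 (0.096, adjusted p = 0.25), c-Myc list 2 (0.512, adjusted p = 0.0584) and the mTORC1 list (0.14, adjusted p = 0.103). Over the alternatives these p-values ranged from 6e-20 to 0.221, 1.3e-08 to 0.221, 1.14e-10 to 0.25, 1.48e-24 to 0.0584 and 1.14e-10 to 0.103.

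The sign of the ATF4 list at pH 7 without IL-2 changed between tests. Its median was 0.014 with fry and fgsea, 0.007 with the looser filter, 0.011 with the stricter filter and 0.03 in the fit of only the groups compared, and ranged from -0.003 to 0.044 with each replicate left out. Il2rg had 0.004 with RLE normalization and with DESeq2, 0.015 in the fit of only the groups compared and -0.104 to 0.052 with each replicate left out, against -0.06. Mtor had 0 to 0.119, against 0.03. None of these passed the threshold. With Actb as the only reference, Myc had a log2 fold change of 0.069 (standard error 0.116, adjusted p = 0.571, from 1.8e-36 to 0.571 over its alternatives). This is a change of reference, because Actb fell and the median of all genes became 1.565. The paper measured Myc against Actb at an earlier time, on which this value does not bear.

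Among other results, 32 became weaker with an estimated correlation, 18 weaker and 6 stronger with a replicate left out, and 19 weaker and 24 stronger under the other alternatives. Nprl2 lost its call in each of the 5 fits that left out a replicate. RLE normalization gave 5201 higher and 5343 lower genes at pH 6.6 with IL-2. No alternative planned was left unrun. The smallest library limits the count of low genes. With every library thinned to 16721319 counts, 10005 genes were called at pH 6.6 with IL-2 and 197 at pH 7 without IL-2.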

Other observations

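The tests of near-identical copies, of the IL-2 response, of the similarity between contrasts and of Actb were chosen only after the results were seen. Tests of library size, GC content, shared list members, cycling cells and other splits for the lists at pH 6.6 were not.

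The lower c-Myc and mTORC1 lists at pH 6.6 with IL-2 were set against technical explanations. Over splits of the 10 libraries, the real one was the 1 of 100 with as many genes and the 1 of 100 with as small a camera p for each list (4.216e-25, 1.862e-19 and 2.803e-15, against 2.741e-17, 7.969e-13 and 2.644e-12 in the next split of each). In a fit with the replicate block, a pair whose libraries fall on one side of a split adds nothing to the comparison, and 13 of the 100 part 5 of 5 pairs. Among the 16 splits that do, the real one ranked first, which cannot give a share under 0.05. It called 10214 genes and the others 0, whereas the camera p of the others reached 9.797e-17, 1.422e-11 and 8.907e-12, so the rank of a list does not by itself exclude that the grouping arose by chance. The other splits swap a minority of the pairs and keep part of any real effect, so their small p is no measure of chance either. With every library thinned to the smallest total, the medians were -1.07, -1.85 and -1.09 for c-Myc list 1, c-Myc list 2 and the mTORC1 list. Over members with at least 95% unique 50-base windows they were -1.11, -1.84 and -1.04. After the trends with GC content and gene length were removed they were -0.98, -1.72 and -0.93, where the central 95% of random lists lay from -0.09 to 0.17, from -0.35 to 0.21 and from -0.13 to 0.16. Without shared members the mTORC1 list had -1.06. These values argue against library size, shared reads, GC content, gene length and shared members as the whole cause. Fewer cycling cells at pH 6.6 cannot be told apart for c-Myc list 1. It kept a median of -1.05 without cell cycle genes, but the S list fell further, with a median of -1.84. This explanation was not tested for c-Myc list 2 or the mTORC1 list.

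The remaining lists in the same comparison all passed the threshold in camera. The medians were -1.84 for the S list (adjusted p = 1.46e-19), -1.57 for G2/M (4e-09), -1.40 for cholesterol synthesis (3.72e-06), -1.26 for ATF4 targets (6.13e-06), -1.57 for glycolysis (0.00032), -0.73 for IL-2/STAT5 targets (0.023), 1.66 for memory and stem-like cells (7.94e-08), 1.49 for cAMP/CREB targets (2.13e-05), -1.12 for the proteasome (7.57e-11), -1.03 for glutamine and proline metabolism (0.000863) and 0.18 for the lysosome (0.0148). Those past the threshold with an estimated correlation were the S list (0.021), memory and stem-like cells (0.00664) and glutamine and proline metabolism (0.0147). Of the 32 proteasome subunits 27 were lower, but 14 of the 32 are also in c-Myc list 1 and 9 in the mTORC1 list. The mTORC1 list also holds 15 of the 27 ATF4, 13 of the 25 cholesterol synthesis and 11 of the 17 glycolysis genes. These lists are therefore not independent of the c-Myc and mTORC1 lists. The paper reports proteasome-mediated c-Myc degradation at low pH, a measurement of protein.

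The changes at pH 6.6 with IL-2 resembled those of IL-2 withdrawal at pH 7.4. Across 13819 genes, which are not independent replicates, the correlation was 0.784. The contrasts share the libraries at pH 7.4 with IL-2, and simulated unchanged groups gave 0.484 to 0.519 in 20 simulations. With different replicates in each contrast the correlation was 0.766 and 0.773, which argues against the shared libraries as the whole cause. Of 8993 genes called in both, 8369 changed the same way and 624 the opposite way.

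A hypothesis from these data is that IL-2/STAT5 targets keep more of their response at pH 6.6 than other genes that are higher with IL-2. With IL-2 at pH 6.6 the IL-2/STAT5 list was higher than without by a median of 1.086, or 53.9% of the difference at pH 7.4. For comparison, 10000 random lists matched on the IL-2 effect at pH 7.4 gave 0.114 to 0.617. Mean log2 CPM of the IL-2/STAT5 list was 7.48 at 0 h, 7.00 with IL-2 at pH 7.4 and 6.22 with IL-2 at pH 6.6. Without IL-2 it was 4.88 at pH 7.4 and 5.07 at pH 6.6, so IL-2 kept the list up rather than raised it from the start. C-Myc list 1 kept 6.3% (0.096, random 0.163 to 0.277), below its matched lists, as were the G2/M, ATF4, proteasome and cAMP/CREB lists. C-Myc list 2 kept 20.6% (0.512, random 0.25 to 0.554) and the mTORC1 list 9.9% (0.14, random 0.139 to 0.263), both within the range. This may mean that receptor-proximal targets respond better at low pH than c-Myc targets do.

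Myc itself fell from 160.1 ± 14.4 to 54.8 ± 10.4 normalized CPM (SD, n = 5) between pH 7.4 and pH 6.6 with IL-2 at 24 h, a log2 fold change of -1.55 (standard error 0.11, adjusted p = 6.35e-14, edgeR's quasi-likelihood test, 5 of 5 pairs). At pH 7 it was -0.38 (adjusted p = 0.0148, 5 of 5 pairs), but -0.31 and not past the threshold without replicate 5 (adjusted p = 0.0528, with a range from 0.00211 to 0.0528 over its alternatives). Without IL-2, Myc was instead higher at pH 6.6 than at pH 7.4, by 0.69 (standard error 0.12, adjusted p = 6.38e-06, 5 of 5 pairs, from 0.595 to 0.857 with each replicate left out). Myc was higher with IL-2 than without by 3.31 at pH 7.4 and by 1.07 at pH 6.6. The paper reports lower Myc mRNA relative to Actb (Fig. 5C), in another experiment and at a time well before 24 h. No library here is from that time, so the values of Actb below do not show how it behaved there. At 24 h Actb had a log2 fold change of -1.62 (standard error 0.09, adjusted p = 1.35e-16, 5 of 5 pairs), and 85.8% of its windows were unique. Reads shared with copies would leave the sum of actin genes unchanged, but the summed counts of 6 actin genes changed by -1.605 (SD 0.279, from -1.935 to -1.344 over 5 pairs), although Actb makes up most of that sum and reads aligned to several places are not in it. Among other genes often used as references, chosen after Actb was seen to fall, the log2 fold change was -3.17 for Tfrc, -0.32 for Tbp, -0.27 for Sdha and -0.35 for B2m.

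Of 39 genes the paper names, 38 were tested, of which 14 were higher, 18 lower and 6 not past the threshold at pH 6.6 with IL-2. Calls were lost for Stk11 without replicate 3 (0.245), Gsk3b without replicate 3 (0.194) or 5 (0.209), Rps6 without replicate 1 (-0.273) and Nprl2 without any one replicate (-0.247 to -0.177), and gained for Stat5a without replicate 1 (0.218) and Akt1s1 without replicate 1 (0.339) or 4 (0.325). Il2ra had a log2 fold change of -0.61 and Il2rb of -0.79, each lower in 5 of 5 pairs. Il2rg had -0.06 (adjusted p = 0.506), with the opposite sign under RLE normalization and DESeq2 and without replicate 1 (0.052) or replicate 2 (0.030). Of its windows 58.0% were unique, and 30.5% of its exon bases lie in another gene on the same strand. The paper reports lower surface levels of the beta and gamma chains (Fig. 2B), a protein measurement. Crem had 1.17 with IL-2 and 1.82 without, and Creb1 0.40 with IL-2 (a gene on the opposite strand covers 8.0% of the exon bases of Crem), whereas the paper saw no notable difference in the CREB and CREM proteins (Appendix Figs. S3 and S4). Aldh18a1 had -1.27, Slc1a5 -0.96, Gzmb -3.27, Prf1 -2.01, Ctla4 2.84 and Pdcd1 1.79, each the same way in 5 of 5 pairs.

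The largest rises were those of Gm5538 (4.56, 87.9% unique windows), Tbx6 (4.51), Coq8a (4.45, with 6.9% of its exon bases in a gene on the opposite strand), Klhl24 (4.42) and Bend4 (4.33), and the largest falls those of Nefh (-4.12), Sdf2l1 (-4.06), Srm (-3.55), Ppa1 (-3.53) and Hmgn1 (-3.52), by the rule for naming genes. The rise of Coq8a, whose replicate 1 stood apart at pH 6.6, was 4.36 to 4.87 over the fits that each left out a replicate. No explanation was tested for these genes.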
